# Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis

**DOI:** 10.7554/eLife.79380

**Published:** 2023-03-27

**Authors:** Jeff Jiajing Zhou, Jin Sun Cho, Han Han, Ira L Blitz, Wenqi Wang, Ken WY Cho

**Keywords:** Hdac1, histone acetylation, germ layer, epigenetics, zygotic genome activation, *Xenopus*, *Xenopus*

## Abstract

Histone acetylation is a pivotal epigenetic modification that controls chromatin structure and regulates gene expression. It plays an essential role in modulating zygotic transcription and cell lineage specification of developing embryos. While the outcomes of many inductive signals have been described to require enzymatic activities of histone acetyltransferases and deacetylases (HDACs), the mechanisms by which HDACs confine the utilization of the zygotic genome remain to be elucidated. Here, we show that histone deacetylase 1 (Hdac1) progressively binds to the zygotic genome from mid-blastula and onward. The recruitment of Hdac1 to the genome at blastula is instructed maternally. *Cis*-regulatory modules (CRMs) bound by Hdac1 possess epigenetic signatures underlying distinct functions. We highlight a dual function model of Hdac1 where Hdac1 not only represses gene expression by sustaining a histone hypoacetylation state on inactive chromatin, but also maintains gene expression through participating in dynamic histone acetylation–deacetylation cycles on active chromatin. As a result, Hdac1 maintains differential histone acetylation states of bound CRMs between different germ layers and reinforces the transcriptional program underlying cell lineage identities, both in time and space. Taken together, our study reveals a comprehensive role for Hdac1 during early vertebrate embryogenesis.

## Introduction

A fundamental question in early development is the mechanism of zygotic genome activation (ZGA), which requires the degradation of maternal mRNAs and the activation of embryonic transcription (Blitz and Cho, 2021, Tadros and Lipshitz, 2009). During ZGA, the embryonic genome undergoes a dramatic reprogramming of gene expression, which is also accompanied by remodeling of the embryonic epigenome. Post-translational modifications to histones are a major epigenetic regulation influencing chromatin structure and thus play a central role in ZGA. Histone acetylation appears during the onset of both minor and major ZGA waves in many species. In *Drosophila*, histone acetylation occurs at mitotic cycle 8 on a few early zygotic genes (Li et al., 2014). miR430, the first zygotically active gene, is marked by H3K27ac in 64-cell staged zebrafish embryos (Chan et al., 2019). Genome-wide H3K27ac is detected at mid-blastula shortly after the onset of ZGA in *Xenopus* (Gupta et al., 2014). In mice, the zygotic genome is increasingly marked by H3K27ac from immature and metaphase II oocytes to 2-cell-stage embryos (Dahl et al., 2016). Despite these findings, there remain several major questions. How is the interplay of enzymes regulating histone acetylation deployed in developing embryos? What is the role of observed histone acetylation on gene expression? How are the spatial and temporal patterns of histone acetylation established during ZGA?

Histone acetylation occurs on the ε-amino group of the lysine residues within N-terminal tails of all four core histones (Inoue and Fujimoto, 1969; Seto and Yoshida, 2014). Acetylation is a reversible process that is directly catalyzed by opposing activities of histone acetyltransferases (HATs) and histone deacetylases (HDACs). In addition, HATs and HDACs can also regulate the acetylation of lysine residues on non-histone proteins (Choudhary et al., 2009). Histone acetylation is often associated with active gene transcription because the acyl groups neutralize the positive charge on the lysine residues, thereby reducing the affinity of histones to DNA (Wang et al., 2000; Anderson et al., 2001); it also serves as a binding platform for bromodomain (BRD) proteins which scaffold and stimulate the transcriptional machinery (Hassan et al., 2007; Filippakopoulos et al., 2012). The balance between HATs and HDACs directly shapes histone acetylation landscapes and subsequently affects transcriptomes.

HDACs are critical epigenetic regulators because they reset chromatin states by returning acetylated lysine residues on histones to the basal state, which can subsequently be subjected to alternative modifications such as methylation. HDACs are grouped into four classes based on phylogenetic conservation. Class I (HDAC1, 2, 3, 8), Class II (HDAC4, 5, 6, 7, 9, 10), and Class IV (HDAC11) HDACs are zinc dependent and are related to yeast Rpd3, Had1, and Hos3, respectively; Class III (SIRT1, 2, 3, 4, 5, 6, 7) HDACs, also known as Sirtuins, are NAD^+^ dependent and are related to yeast Sir2 (Gregoretti et al., 2004; Milazzo et al., 2020). HDACs are well-characterized negative regulators of gene expression during development. For example, Hdac1 silences homeotic genes in cooperation with Polycomb group repressors in *Drosophila* (Chang et al., 2001). In zebrafish, Hdac1 represses Notch targets during neurogenesis (Cunliffe, 2004; Yamaguchi et al., 2005). In *Xenopus*, HDAC activity suppresses Vegt-induced ectopic mesoderm in ectoderm lineages (Gao et al., 2016), represses multi-lineage marker genes at blastula (Rao and LaBonne, 2018), and desensitizes dorsal Wnt signaling at late blastula (Esmaeili et al., 2020). Conversely, HDACs can also positively regulate gene expression. For instance, inhibition of HDAC activities rapidly down-regulates some genes in yeast, suggesting an activator function of HDACs (Bernstein et al., 2000). Genetic deletions or pharmacological application of HDAC inhibitors in cell lines results in both up- and down-regulation of genes (Reid et al., 2005; Zupkovitz et al., 2006; Meganathan et al., 2015). Furthermore, genome-wide studies showed that HDACs occupy genomic loci of active genes, and their binding correlates with gene activities (Kurdistani et al., 2002; Wang et al., 2002; Wang et al., 2009; Kidder and Palmer, 2012). These seemingly opposing functions of HDACs raise an important question as to the exact roles of HDACs on chromatin states and transcriptomes in developing embryos.

In this study, we focus on the role of Hdac1 in regulating the zygotic epigenome and transcriptome during *Xenopus* germ-layer specification coinciding with ZGA. Current evidence in *Xenopus* as well as in other non-mammalian systems suggests that the early embryonic genome is rather naive and that major chromatin modifications occur at or after ZGA (Bonn et al., 2012; Vastenhouw et al., 2010; Gupta et al., 2014; van Heeringen et al., 2014; Hontelez et al., 2015). Thus, the system allows us to probe the earliest establishment of histone acetylation and dissect the link between actions of Hdac1, the zygotic histone acetylome, and zygotic transcriptome during the first cell lineage segregation event. Here, we report that the major Hdac1 binding to the embryonic genome occurs at blastula; the binding of Hdac1 during this stage is dependent on maternal factors. We highlight a dual function model for Hdac1. First, Hdac1 keeps inactive chromatin free of histone acetylation, preventing gene misactivation in respective germ layers. Second, Hdac1 participates in dynamic histone acetylation–deacetylation cycles on active chromatin, sustaining the expression of genes that are enriched in respective germ layers. Taken together, our study reveals a coordinated spatial and temporal regulation by Hdac1 during ZGA.

## Results

### Hdac1 binds to the genome progressively during blastula and onward

To identify the major functional candidates of HDACs during the early *Xenopus* embryogenesis, we examined the temporal RNA expression profiles (Owens et al., 2016) of HDAC family members (Class I, II, and III HDACs) from the zygote to the beginning of the neurula stage in *Xenopus tropicalis*. The RNA expression level of *hdac1* is the highest among all HDACs examined, followed by *hdac2* (Figure 1—figure supplement 1A). Both Hdac1 and Hdac2 proteins are present in the unfertilized egg to the mid gastrula stage, and the overall expression levels of Hdac1 and Hdac2 are relatively constant during this period (Figure 1A). These data reveal that Hdac1/2 are the major maternally endowed HDACs functioning during this window of development.

**Figure 1.**
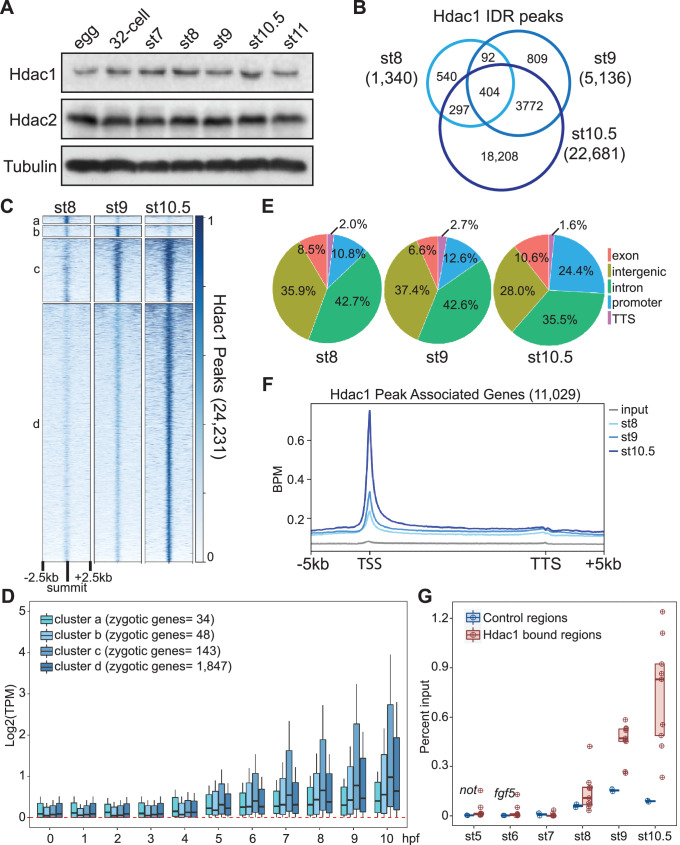
Hdac1 binds to the genome gradually during early *Xenopus* development. (**A**) Western blot analyses showing Hdac1 and Hdac2 proteins over a time course of early development. β-Tubulin is used as a loading control. (**B**) Venn diagram comparing Hdac1 irreproducibility discovery rate (IDR) peaks among examined stages. The sums of peaks in st8 and st9 are smaller due to instances where more than one peak from st8 or st9 overlaps the same single st10.5 peak. (**C**) Clustered heatmap showing Hdac1 ChIP-seq signals at each stage over a window of 5 kb centered on the summit of all Hdac1 IDR peaks in descending order. (**D**) The expression levels (TPM, transcripts per million) of genes associated with Hdac1 clusters at different developmental periods. (**E**) Distributions of Hdac1 IDR peaks at each stage across five defined genomic features. The promoter is defined as −1 kb to +100 bp from TSS (transcription start site) while the TTS (transcription termination site) is defined as −100 bp to +1 kb from TTS. (**F**) Distributions of Hdac1 ChIP-seq signals within the intervals of 5 kb upstream of gene model 5′ ends, gene bodies (normalized for length), and 5 kb downstream of gene model 3′ ends at each stage. The signal of st9 input DNA ChIP-seq is used as a negative control. *Y*-axis values represent reads quantified by bins per million (BPM) at a bin size of 50 bp. (**G**) ChIP-qPCR showing Hdac1 enrichment on selected genomic regions (nine positive regions: *alkbh2*, *fgf5*, *foxi4.2*, *gdnf*, *hhex*, *miR428a*, *not*, *snai1*, and *sp8*; two negative regions: *hspa4* and *klf11*) at indicated stages of early embryogenesis. Figure 1—source data 1.Western blot analyses showing Hdac1 and Hdac2 proteins during *Xenopus embryogenesis*.

**Figure 1—figure supplement 1.**
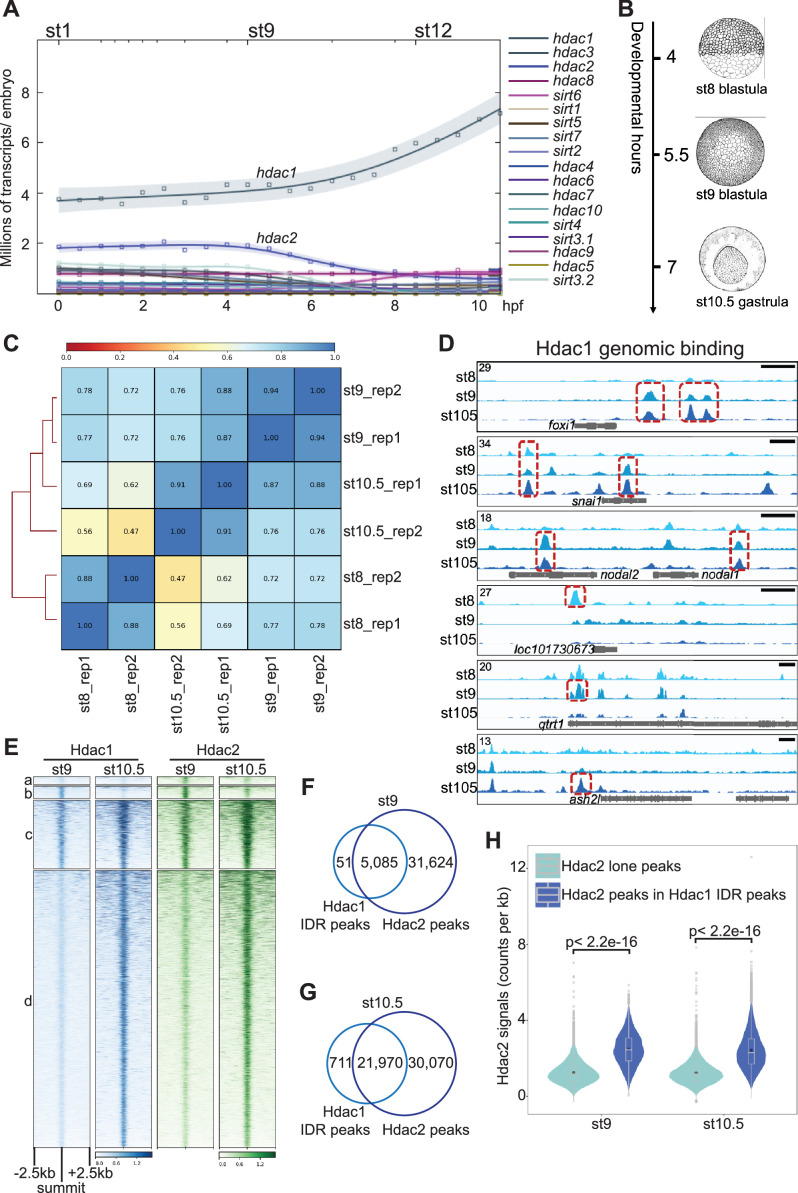
Hdac1 genomic occupancy in early *Xenopus* development. (**A**) Time-course expression levels of HDACs revealed by ribo-depleted RNA-seq (rdRNA-seq) in *Xenopus tropicalis*. (**B**) Graphic illustration of examined stages during early *Xenopus* development: st8 mid-blastula, st9 late blastula, and st10.5 early gastrula (Nieuwkoop and Faber, 1994). (**C**) Pearson correlation analyses of intra- and inter-stage Hdac1 ChIP-seq samples. (**D**) Genome browser visualization of Hdac1peaks on *foxi1*, *snai1*, *nodal1*, *nodal2*, *loc101730673*, *qtrt1*, and *ash2l*. Red boxes represent irreproducibility discovery rate (IDR) peaks passing IDR threshold (see Materials and methods) on listed genes (not all IDR peaks are boxed). *Y*-axis values represent scaled track height. Black bars denote an interval of 2 kb. (**E**) Clustered Hdac1 heatmap (left panel) over a window of 5 kb centered on the summit of all Hdac1 IDR peaks in descending order. Hdac2 ChIP-seq signals present around Hdac1 IDR peaks (right panel). Venn diagrams comparing Hdac1 IDR peak and Hdac2 peak (non-IDR) overlaps at st9 (**F**) and st10.5 (**G**). (**H**) Violin plot showing intensity differences of Hdac2 signals between Hdac2–Hdac1 overlapped peaks versus Hdac2 lone peaks at stages 9 and 10.5. Student’s *t*-test is used to calculate p-values.

Since Hdac1 modulates various aspects of transcriptional regulation and the chromatin landscape, we examined genome-wide Hdac1-binding patterns during early germ-layer development (Figure 1—figure supplement 1B) using chromatin immunoprecipitation (ChIP) assays followed by sequencing (ChIP-seq). 

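Chromatin of whole *X. tropicalis* embryos at st8, st9 and st10.5 was precipitated with an antibody against Hdac1, with 2 biological replicates per stage. The authors aligned the reads to the *X. tropicalis* v10.0 genome with Bowtie2, removed duplicates and called peaks with Macs2 against the stage-matched input. They kept the peaks that passed an irreproducible discovery rate (IDR) of 0.05 between the replicates. The deposited lists give the position and summit of each peak and a fold enrichment over input, which is the authors' value. They hold no reads and no value per replicate, so the depth behind a peak is unknown and a count of peaks carries no replicate error. For each comparison of lists, peaks that share at least 1 bp were counted as overlapping. The level expected by chance was the median over 100 shuffles that placed the peaks of the other list at random within their chromosomes. Each share of peaks is given with its Wilson 95% confidence interval, which covers counting error only. Peak positions are those of the v10.0 build.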

A set of high-confidence peaks at each stage were obtained using irreproducibility discovery rate (IDR) analysis (Li et al., 2011) from two biologically independent samples (Figure 1—figure supplement 1C). Hdac1 binds to 1340 regions at the mid-blastula (st8), 5136 regions at the late blastula (st9), and 22,681 regions at the early gastrula (st10.5) stages (Figure 1B). 

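These peaks cover 0.900 Mb of the genome at st8, 4.16 Mb at st9 and 20.5 Mb at st10.5. The median peak was 577 bp long at st8, 668 bp at st9 and 748 bp at st10.5. The median fold enrichment was 6.69 at st8, 6.58 at st9 and 5.74 at st10.5. At st8, the peak with the highest fold enrichment (21.6) lies on chromosome 6 from 1006730 to 1009850, with its summit inside the span of *slc4a2*. It is followed by a peak with its summit inside *slc25a21* (fold enrichment 16.5) and a peak 35708 bp from *pde3a* (16.0). At st9, the highest peak (23.5) lies on chromosome 3 from 42502093 to 42502928, and its nearest gene is *msx2*, 43258 bp from the summit. A peak with its summit inside *tet3* (23.4) and a peak 14956 bp from *lman1* (22.1) come next. At st10.5, the highest peak (22.8) lies on chromosome 7 from 131436808 to 131437482, and its nearest gene is *epha2*, 25105 bp away. The next peaks are 4877 bp from *cass4* (22.6) and inside *axin1* (21.8).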

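Of the Hdac1 peaks at st8, 504 (37.6%, 95% confidence interval 35.1 to 40.2%) overlapped a peak at st9, where shuffled peaks gave 0.522%. A further comparison found 700 of them (52.2%, 49.6 to 54.9%) at st10.5, against 2.54% by chance, and 540 (40.3%, 37.7 to 42.9%) at neither later stage. Of the peaks at st9, 4226 (82.3%, 81.2 to 83.3%) overlapped a peak at st10.5, where chance gave 2.67%, and 809 (15.8%, 14.8 to 16.8%) were found at st9 only. At st10.5, 18208 peaks (80.3%, 79.8 to 80.8%) overlapped no peak of an earlier stage. The peaks of all 3 stages merge into 23973 regions. Among these regions, 2.25% were bound at st8 only, 3.37% at st9 only and 18151 (75.7%) at st10.5 only. The other 4473 regions (18.7%) were bound at more than 1 stage, including 3694 (15.4%) at st9 and st10.5 and 393 (1.64%) at all 3 stages. Peaks at st10.5 that overlapped a st9 peak had a median fold enrichment of 8.42, against 5.43 for the others. The alternative that moved these shares most kept only the peaks above the median fold of each list, with which 47.8% of the st8 peaks were found at neither later stage. Among the loci of Figure 1—figure supplement 1D, *foxi1* (chromosome 3, 32477798 to 32480125) had 1 Hdac1 peak within 10 kb at st8, 3 at st9 and 3 at st10.5. The numbers for *snai1* (chromosome 10, 36199149 to 36202500) were 2, 5 and 9. *nodal1* and *nodal2* each had 0 peaks at st8, 3 at st9 and 3 at st10.5, and LOC101730673 had 1, 2 and 2 peaks. *qtrt1* had 0, 3 and 1 peaks, and *ash2l* had peaks only at st10.5, where 2 were found. The stretches within 10 kb of *nodal1*, *nodal2* and *ash2l* overlap, so a peak can count for more than 1 of them.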

Overall, a minority of Hdac1 peaks are unique to each of the blastula stages (Clusters a and b) and a majority of Hdac1 peaks are present across multiple stages (Cluster c) and at the early gastrula stage (Cluster d) (Figure 1C, Figure 1—figure supplement 1D). The expression levels of zygotic genes associated with Cluster c Hdac1 peaks are higher than those associated with Clusters a, b, and d, suggesting that the genes associated with sustained Hdac1 binding are more active during gastrulation (Figure 1D). Similarly, Hdac2 gradually accumulates on the embryonic genome (Figure 1—figure supplement 1E). 

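Hdac2 ChIP-seq was made from 1 library at st9 and 1 at st10.5, so these lists were not filtered between replicates and the stages cannot be compared against a replicate error. The st9 list holds 36709 peaks that cover 21.3 Mb, with a median fold enrichment of 4.49. The st10.5 list holds 52040 peaks that cover 35.3 Mb, with a median fold enrichment of 4.96. At a −log10 q of at least 10, 9931 peaks were left at st9 and 21399 at st10.5. From the signal of both proteins over the stages (Figure 1—figure supplement 1E), the paper reasons that Hdac1 and Hdac2 come to the genome gradually.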

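At st9, 4991 of the 5136 Hdac1 peaks (97.2%, 95% confidence interval 96.7 to 97.6%) overlapped a peak of Hdac2, where shuffled Hdac2 peaks gave 3.43%. At st10.5, 21778 of the 22681 Hdac1 peaks (96.0%, 95.8 to 96.3%) did so, against 5.63% by chance. Counted the other way, 5085 Hdac2 peaks at st9 and 21970 at st10.5 overlapped an Hdac1 peak. The alternative that moved these shares most was a −log10 q of at least 10 in both lists, which gave 84.6% at st9 and 75.5% at st10.5.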

Interestingly, 99% of Hdac1 peaks at stage 9 and 97% of Hdac1 peaks at stage 10.5 overlap with Hdac2 peaks (Figure 1—figure supplement 1F, G). 

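The Hdac2 peaks that overlapped Hdac1 at st9 had a median fold enrichment of 8.77 (interquartile range 6.58 to 11.6), against 4.38 (3.69 to 5.27) for the 31624 Hdac2 peaks outside Hdac1. At st10.5, the median was 7.31 (5.44 to 10.3) with Hdac1 and 4.24 (3.66 to 5.03) for the 30070 peaks without it. Peaks of 1 library are not independent replicates, so no test was made between them.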

When the levels of Hdac2 peaks associated with Hdac1 were compared to Hdac2 peaks , Hdac1 peaks display a significantly higher Hdac2 peak enrichment (Figure 1—figure supplement 1H). Together, we revealed that Hdac1/2 are progressively directed to the genome during early development. Since a majority of Hdac1-bound peaks are similarly bound by Hdac2, we focus on Hdac1 peaks in subsequent analyses.

To investigate the differences of Hdac1 genomic occupancy across early stages, we examined various genomic features of regions bound by Hdac1 at each stage. 

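The RefSeq annotation of the same assembly was at hand only as the start and end of each gene, without its strand and exons. Exons, introns and transcription start sites could therefore not be told apart here. At st8, the summits of 764 of the 1334 Hdac1 peaks on chromosomes (57.3%, 95% confidence interval 54.6 to 59.9%) lay inside a gene span and 42.7% between genes. At st9, 2776 of 5135 summits (54.1%, 52.7 to 55.4%) were inside a gene span and 45.9% between genes. At st10.5, 13343 of 22663 (58.9%, 58.2 to 59.5%) were inside and 41.1% between genes. Random positions on the same chromosomes, from 20 shuffles, fell inside a gene span in 52.4%, 51.7% and 51.8% of cases. With the midpoint of the peak in place of its summit, the st10.5 share, which moved most, was 60.5%.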

The majority of Hdac1 peaks are found in either intergenic or intronic regions; a minor fraction of Hdac1 peaks is present within exons or transcriptional termination sites. A notable observation is the increased Hdac1 binding to more promoter regions over developmental times (Figure 1E). 

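At st8, 269 Hdac1 summits (20.2%, 95% confidence interval 18.1 to 22.4%) lay within 1 kb of either end of a gene, which takes start and termination sites together. At st9, 979 summits (19.1%, 18.0 to 20.2%) and at st10.5, 7949 summits (35.1%, 34.5 to 35.7%) did so. Shuffled positions gave 7.08%, 6.53% and 6.59%. The intervals of st8 and st9 overlap, and that of st10.5 lies above both.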

We then analyzed the distribution of Hdac1 across three stages along the gene bodies of genes bound by Hdac1. A higher enrichment of Hdac1 binding is located near the promoters of genes as development proceeds (Figure 1F). Importantly, the timing of Hdac1-binding accumulation coincides with the mid-blastula stage (st8) (Figure 1G), suggesting that Hdac1 is involved in the epigenetic regulation of these genes during ZGA.

### Blastula Hdac1 binding is maternally instructed

Since Hdac1 binds progressively to the genome during ZGA, we investigated the contribution of zygotic factors to the recruitment of Hdac1 at the late blastula stage. We injected α-amanitin, which blocks both transcription initiation and elongation (Chafin et al., 1995), to block embryonic transcription (Figure 2—figure supplement 1A). A high Pearson correlation between α-amanitin-injected and uninjected embryos is observed genome-wide or at all Hdac1 IDR peaks (Figure 2A), which is higher than the Pearson correlation representing the batch effect when compared to a different batch of same staged embryos (WT) (Figure 2—figure supplement 1B). There is no significant signal difference between α-amanitin-injected and uninjected embryos at all Hdac1 IDR peaks (Figure 2—figure supplement 1C, H). We conclude that Hdac1 binding is independent of zygotic transcription at the late blastula stage, suggesting the importance of maternal factors in Hdac1 recruitment.

**Figure 2.**
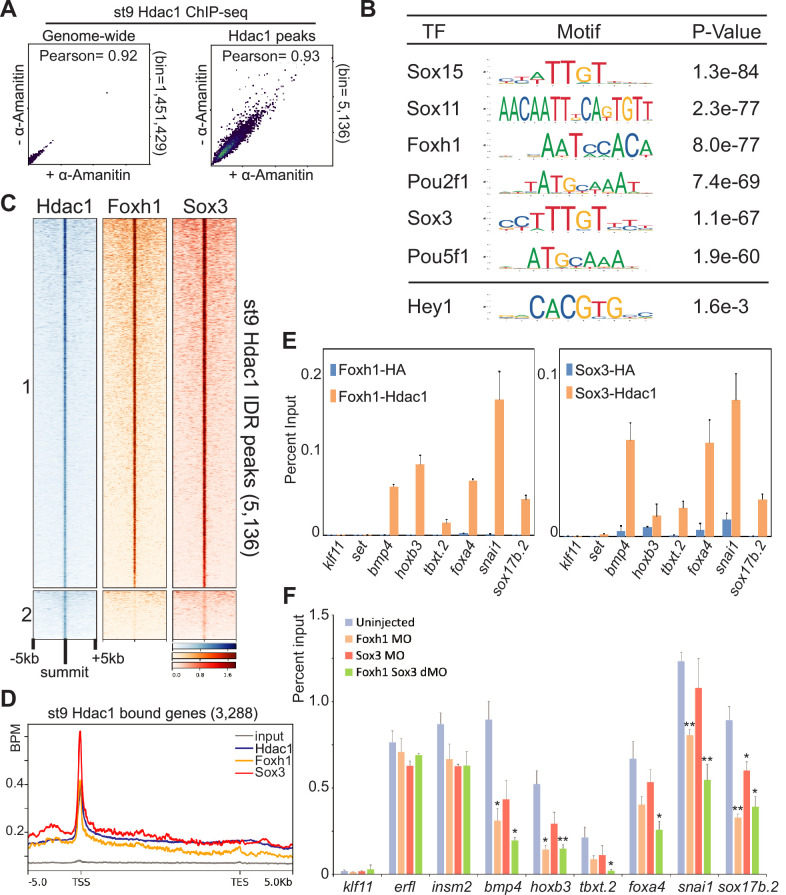
Maternal factors instruct Hdac1 recruitment during blastula stages. (**A**) Pairwise Pearson correlation analyses comparing ChIP-seq signals of st9 Hdac1 irreproducibility discovery rate (IDR) peaks between α-amanitin-injected and uninjected embryos across the genome (left) and among Hdac1 IDR peaks (right). (**B**) Motif analyses of st9 Hdac1 peaks (500 bp centered on IDR peak summit). Motif sequence to the corresponding factor is retrieved from JASPAR. Hey1 is an example of TF motif with low significance. (**C**) Clustered heatmap depicting st9 Foxh1 and Sox3 ChIP-seq signals in a window of 10 kb centered on st9 Hdac1 IDR peaks with descending order. (**D**) ChIP-seq signal enrichment of Hdac1, Foxh1, and Sox3 within the intervals of 5 kb upstream of gene model 5′ ends, gene bodies (normalized for length), and 5 kb downstream of gene model 3′ ends of st9 Hdac1 associated genes. The signal of st9 input DNA ChIP-seq is used as a negative control. *Y*-axis values represent reads quantified by bins per million (BPM) at a bin size of 50 bp. (**E**) St9 sequential ChIP-qPCR analyses for Foxh1 and Hdac1 co-bound regions and Sox3 and Hdac1 co-bound regions. anti-HA is used as a negative control. The error bars represent the variation from two technical replicates. (**F**) ChIP-qPCR analysis of Hdac1 peaks that are also Foxh1/Sox3 co-bound after Foxh1 and/or Sox3 depletion. Genomic loci associated with *klf11* (no Hdac1 signals), *erfl* and *insm2* (Hdac1 signals without Foxh1 or Sox3 signals) are negative controls. The error bars represent the variation from two technical replicates. Student’s *t*-test is used to calculate p-values over Hdac1 enrichment of uninjected embryos. * is for p< 0.05** is for p< 0.01.

**Figure 2—figure supplement 1.**
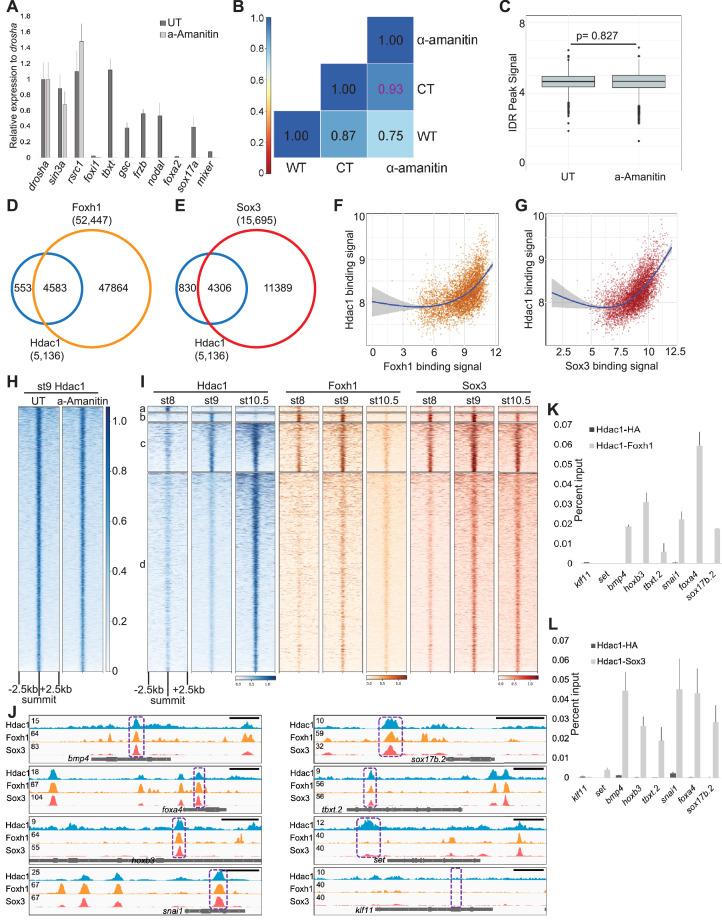
Hdac1 binding to genome is instructed maternally. (**A**) Real-time quantitative PCR (RT-qPCR) analysis of maternal (maternal-zygotic) genes (*drosha*, *sin3a*, and *rsrc1*) and zygotic genes (*foxi1*, *tbxt*, *gsc*, *frzb*, *nodal*, *foxa2*, *sox17a*, and *mixer*). Note a high efficacy of α-amanitin blocking zygotic transcription. The error bars represent the variation from two technical replicates. (**B**) Pairwise Pearson correlation analyses comparing ChIP-seq signals of st9 Hdac1 irreproducibility discovery rate (IDR) peaks with controls. WT, CT, and α-amanitin denote wild-type samples from previous time-course experiments (Owens et al., 2016), α-amanitin-injected embryos, and stage (batch)-matched control embryos. (**C**) Box plot illustrating Hdac1 signal enrichment are unchanged between uninjected and α-amanitin-injected embryos at stage 9. *Y*-axis values represent log2(reads to IDR peaks/(peak size × read depth at IDR peaks) + 1). p-Value is calculated by two-tailed Student’s *t*-test. (**D, E**) Venn diagram showing the overlap between st9 IDR peaks of Foxh1 and Hdac1; Sox3 and Hdac1. (**F, G**) Scatter plots representing a positive correlation between binding signals of Foxh1 and Hdac1, and Sox3 and Hdac1. The binding signal is calculated as log2(reads mapped to st9 Hdac1 IDR peaks per kb + 1). Blue lines depict linear regression curves generated from a generalized additive model. Gray areas denote a 95% confidence interval. (**H**) Heatmap showing Hdac1 ChIP-seq signals between uninjected and α-amanitin-injected embryos in a window of 5 kb centered on st9 Hdac1 IDR peaks with descending order. (**I**) Clustered heatmaps depicting Foxh1 and Sox3 ChIP-seq signals on stage 8, 9, and 10.5 Hdac1 IDR peaks in a window of 5 kb centered on Hdac1 peaks. Each cluster corresponds to the same regions present in Figure 1C. (**J**) Genome browser visualization of Hdac1, Foxh1, and Sox3 signals on *bmp4*, *foxa4*, *hoxb3*, *snai1*, *sox17b.2*, *tbxt.2*, *set*, and *klf11* genes. Purple boxes represent genomic regions examined in sequential ChIP-qPCR experiments. *Y*-axis values represent scaled track height. Black bars denote an interval of 2 kb. Reciprocal sequential ChIP-qPCR analyses representing Figure 2D, E assessing (**K**) Foxh1 and Hdac1 co-bound regions; (**L**) Sox3 and Hdac1 co-bound regions. anti-HA is used as a negative control. The error bars represent the variation from two technical replicates.

To identify maternal factors that facilitate the recruitment of Hdac1 to the genome, we performed a de novo motif search of the DNA sequences of 5136 st9 Hdac1peaks. Sox, Foxh1, and Pou motifs are found to be the most frequent maternal TF motifs (Figure 2B, Supplementary file 1). We thus compared the genomic binding profiles of Hdac1 to two maternal TFs, Foxh1 (Charney et al., 2017) and Sox3. A majority of Hdac1-bound regions (Cluster 1) overlaps with both Foxh1- and Sox3-bound regions while only a small fraction of Hdac1-bound regions (Cluster 2) overlaps the binding of either Foxh1, or Sox3, or neither (Figure 2C). 

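Sox3 ChIP-seq of whole embryos at st9, with 2 biological replicates filtered by IDR, gave 15695 peaks. Of the 5136 Hdac1 peaks at this stage, 4190 (81.6%, 95% confidence interval 80.5 to 82.6%) overlapped a Sox3 peak, where shuffled Sox3 peaks gave 1.50%. The Hdac1 peaks with Sox3 had a median fold enrichment of 6.84 (interquartile range 5.77 to 8.67), and the 946 Hdac1 peaks without Sox3 had 5.56 (5.02 to 6.41). Among peaks above the median score of each list, the alternative that moved it most, the share was 85.8%. Foxh1 binding comes from other data and was not analysed here. The paper sets such shared regions beside motifs, sequential ChIP-qPCR, unchanged binding with α-amanitin and lower binding after Foxh1 or Sox3 depletion. From these it proposes a part of maternal transcription factors in bringing Hdac1 to the genome.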

More than 80% of Hdac1 peaks overlap with Foxh1 or Sox3 peaks (Figure 2—figure supplement 1D, E). A positive correlation between Hdac1 binding and Foxh1/Sox3 binding is observed at all Hdac1 IDR peaks (Figure 2—figure supplement 1F, G). 

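Hdac1 and Sox3 peaks at st9 were counted within 10 kb of the span of each gene shown in Figure 2—figure supplement 1J. *snai1* had 5 Hdac1 and 5 Sox3 peaks, *foxa4* (chromosome 4, 38404113 to 38407632) had 5 and 4, and *hoxb3* (chromosome 10, 12024784 to 12074446) had 4 and 4. *tbxt.2* (chromosome 5, 55088269 to 55098242) had 3 of each, *bmp4* (chromosome 8, 94976275 to 94982466) had 2 Hdac1 and 4 Sox3 peaks, and *set* had 2 and 3. *sox17b.2* (chromosome 6, 115181883 to 115183876) had 1 Hdac1 peak and 3 Sox3 peaks, and *klf11* had 0 of either.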

We noted frequent overlapping binding of Hdac1 with Foxh1/Sox3 (Figure 2—figure supplement 1I, J), and highly enriched signals of Hdac1, Foxh1, and Sox3 present around promoters of genes (Figure 2D). All these observations suggest a role for Foxh1 and Sox3 in Hdac1 recruitment. We confirmed the co-occupancy of Hdac1 with each of Foxh1 and Sox3 TFs on the same DNA molecules using sequential ChIP-qPCR (Figure 2E, Figure 2—figure supplement 1K, L). Depletion of Foxh1, Sox3, or both TFs by morpholino injections showed a reduced binding of Hdac1 around Foxh1/Sox3 co-occupied genomic regions (Figure 2F). Hence, we propose that Foxh1 and Sox3 maternal TFs facilitate Hdac1 recruitment during ZGA.

### Hdac1 binds to genomic regions with distinct epigenetic signatures

To further characterize regions bound by Hdac1 across early germ-layer development, we examined epigenetic signatures (Gupta et al., 2014; Hontelez et al., 2015; Charney et al., 2017) on Hdac1 peaks across various stages. Ep300 binding (a HAT), which catalyzes the acetylation of histone, is observed in Hdac1 peaks (Clusters b–d) from the late blastula and onward where RNA polymerase II signals also emerge (Figure 3—figure supplement 1A). This indicates that Hdac1 and Ep300 share similar binding profiles on many transcriptionally active genes. We next surveyed several histone acetylation modifications in regions bound by Hdac1 (Figure 3A). Consistent with the overlapping binding of Ep300, Hdac1 peaks display signals of H3K9ac (Clusters c and d), H3K18ac (Clusters b–d), H3K27ac (Clusters b–d), and pan-H3 lysine acetylation (pan-H3Kac) (Clusters b–d). We then examined several histone methylation modifications that are associated with gene activation (Figure 3—figure supplement 1B). H3K4me1, a primed enhancer mark (Creyghton et al., 2010), and H3K4me3, an active promoter mark (Heintzman et al., 2007), display signals at Hdac1-bound regions (Clusters c and d); H3K36me3, a transcription elongation mark (Kolasinska-Zwierz et al., 2009), displays minimal signals at any Hdac1-bound regions. These observations reveal that Hdac1 binds to genomic regions with active epigenetic signatures.

**Figure 3.**
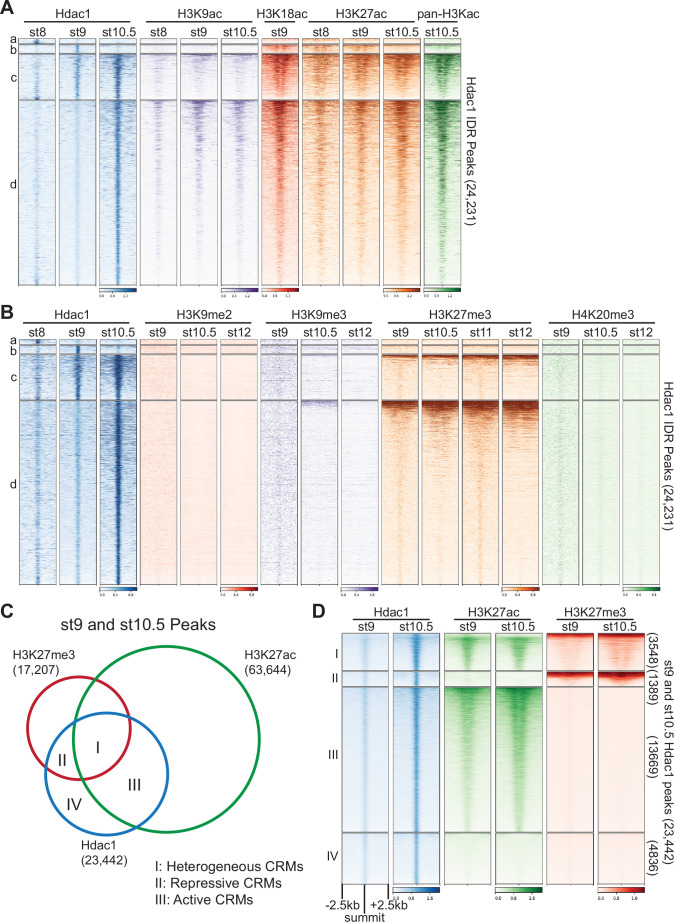
Hdac1 binds to *cis*-regulatory modules (CRMs) containing functionally distinct histone modifications. Clustered heatmaps showing signals from several stages of various (**A**) histone acetylation marks and (**B**) repressive histone methylation marks on Hdac1 peaks. Each cluster corresponds to the same regions present in Figure 1C. (**C**) Venn diagram illustrating Hdac1 peaks overlapping with H3K27me3 and H3K27ac peaks from both st9 and st10.5 combined. (**D**) Clustered heatmaps depicting signals of H3K27me3 and H3K27ac on combined st9 and st10.5 Hdac1 peaks. Clusters denote the same genomic regions in **C**. Numbers on the right side indicate the total number of regions in each cluster. The signals are shown in a window of 5 kb centered on the summits of Hdac1 peaks presented in descending order of track signal intensities within each cluster.

**Figure 3—figure supplement 1.**
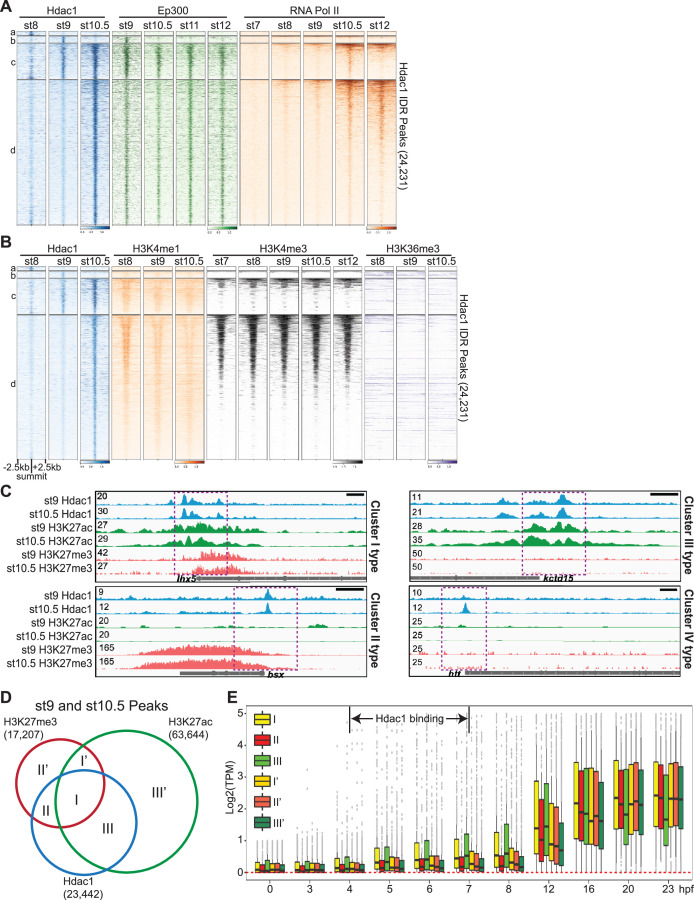
Hdac1-bound *cis*-regulatory modules (CRMs) are marked with distinct epigenetic signatures. Clustered heatmaps showing signals across several stages of (**A**) Ep300, RNA polymerase II, and (**B**) various active histone methylation marks on Hdac1 peaks. The signals are shown in a window of 5 kb centered on the summits of Hdac1 peaks. The signal density within each cluster is ordered by RNA polymerase II in (**A**) and by all samples in (**B**) by descending order. Each cluster corresponds to the same region in Figure 1C. (**C**) Genome browser visualization of Hdac1, H3K27ac, and H3K27me3 signals on genes representing Hdac1 CRM Clusters: Cluster I (*lhx5*), Cluster II (*bsx*), Cluster III (*kctd15*), and Cluster IV (*htt*). *Y*-axis values represent scaled track height. Black bars denote an interval of 2 kb. (**D**) Venn diagram showing Hdac1 peaks overlapping with H3K27me3 and H3K27ac peaks from both st9 and st10.5 combined. Additional clusters (I’, II’, and III’) represent genomic regions with the same H3K27 modifications to clusters (I, II, and III) but lack Hdac1 binding. (**E**) The expression levels of genes associated with six clusters in Figure 3D from 0 hr post-fertilization (egg) to 23 hpf (st26, tailbud).

Hdac1 resets the state of acetylated histones by removing acetyl groups, and thus can facilitate the formation of repressive chromatin. Here, we analyzed several histone methylation modifications associated with gene repression (Figure 3B). Hdac1 binds to genomic regions mostly free of H3K9me2, H3K9me3, or H4K20me3. All three modifications are known to mark constitutive heterochromatin denoting gene-poor areas consisting of tandem repeats (Richards and Elgin, 2002). In addition, a fraction of Hdac1-bound regions (Clusters c and d) display signals of H3K27me3 (Figure 3B), which is known to mark facultative heterochromatin consisting of developmental-cue silenced genes (Trojer and Reinberg, 2007). These observations suggest that Hdac1 binds to facultative heterochromatic regions facilitating the repression of genes.

Since the majority of Hdac1 peaks (Clusters b–d) are marked by both active and repressive epigenetic signatures, we wonder how Hdac1 functions in epigenetically distinct genomic loci. We compared peaks between two functionally opposing histone modifications H3K27ac and H3K27me3 to Hdac1 peaks, then subdivided these Hdac1 peaks into four clusters representing functionally distinct CRM types (Figure 3C, Figure 3—figure supplement 1C). Cluster I denotes 3548 Hdac1 peaks marked by both H3K27ac and H3K27me3 (Figure 3D). Given that both H3K27ac and H3K27me3 are modified on the same lysine residue, we speculate that these regions are differentially marked in space due to heterogeneous cell populations present in the whole embryo. Therefore, Hdac1 Cluster I peaks are referred to as heterogeneous CRMs. Cluster II denotes 1389 Hdac1 peaks marked by only H3K27me3 indicating that these regions are associated with inactive developmental genes (Figure 3D). Hdac1 Cluster II peaks represent repressive CRMs. Cluster III denotes 13,669 Hdac1 peaks marked by only H3K27ac, suggesting that these are active CRMs. Cluster IV denotes 4836 Hdac1 peaks with neither H3K27ac nor H3K27me3 modifications (Figure 3D). At genomic loci marked with two distinct H3K27 modifications (Figure 3—figure supplement 1D), the expression levels of genes bound by Hdac1 (I, II, and III) are generally higher than that of genes unbound (I’, II’, and III’) (Figure 3—figure supplement 1E), suggesting that Hdac1 binding correlates with transcriptional activity of the genes. Together, we show that Hdac1-bound CRMs are subject to distinct epigenetic modifications, which confer differential CRM activities.

### HDAC activity is required for differential germ-layer histone acetylomes

A major function of HDACs is to catalyze the removal of acetyl groups from histones. We hypothesize that Hdac1 differentially regulates histone acetylation of four different Hdac1 CRM Clusters (Clusters I–IV in Figure 3C). To test this hypothesis, we treated embryos continuously with a widely used pan-HDAC inhibitor, Trichostatin A (TSA) (Yoshida et al., 1990) beginning at the 4-cell stage and followed the development up to tailbud stages. Embryos treated with TSA are developmentally arrested at gastrula (Figure 4A). We observed the presence of dorsal blastopore lip, suggesting that the progression but not the initiation of gastrulation is defective. A Class I HDAC inhibitor, valproic acid (VPA) (Göttlicher et al., 2001), also produces a similar phenotype (Figure 4—figure supplement 1A). We first showed that protein levels of Hdac1 and Hdac2 are not affected by TSA treatment (Figure 4—figure supplement 1B). Next, Hdac1 ChIP-seq experiments display high Pearson correlations on embryos treated with solvent control or TSA at st9 (Figure 4—figure supplement 1C) and st10.5 (Figure 4—figure supplement 1D), which is further supported by higher Pearson correlations upon TSA treatment than the batch effect (Figure 4—figure supplement 1E, F). 

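For this experiment, Hdac1 ChIP-seq was made on whole embryos treated with TSA, an inhibitor of class I and II HDACs, or with its solvent DMSO, with 1 library for each treatment at st9 and st10.5. Macs2 peaks of the single libraries were deposited, with no filter between replicates. The coverage behind the Pearson correlations is not in these lists, so the correlations were not analysed here, and the overlap of the peak lists was counted in their place.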

Lastly, differential peak analysis on Hdac1 IDR peaks in embryos treated with solvent control or TSA showed barely any differential Hdac1 signals (0.1% peaks or less) at st9 (Figure 4—figure supplement 1G) and st10.5 (Figure 4—figure supplement 1H). These results suggest that TSA treatment of early *Xenopus* embryos does not alter the recruitment of Hdac1 to the genome. 

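At st9, 45185 peaks were listed with DMSO and 49023 with TSA, and at st10.5, 62985 with DMSO and 74097 with TSA. Of the DMSO peaks, 65.3% (95% confidence interval 64.8 to 65.7%) at st9 and 69.4% (69.0 to 69.7%) at st10.5 overlapped a TSA peak, where shuffled peaks gave 3.84% and 6.25%. Of the TSA peaks, 61.5% (61.1 to 62.0%) and 60.9% (60.6 to 61.3%) overlapped a DMSO peak. The replicated Hdac1 peaks of untreated embryos at st9 were found in the DMSO list in 93.0% of cases (92.3 to 93.7%) and in the TSA list in 89.8% (89.0 to 90.6%). At st10.5, 97.5% (97.3 to 97.7%) were found in the DMSO list and 91.6% (91.3 to 92.0%) in the TSA list. The intervals of the DMSO and TSA shares do not overlap at either stage, but with 1 library each this difference cannot be set against the spread between libraries. The TSA peaks outside the DMSO list had a lower median fold enrichment than those inside it, 3.97 against 5.02 at st9 and 4.17 against 5.70 at st10.5. The DMSO peaks outside the TSA list were also lower than those inside it, 4.45 against 6.04 at st9 and 4.11 against 6.09 at st10.5. The alternative that moved these shares most was a −log10 q of at least 10 in both lists, with which 66.7% of the untreated st10.5 peaks were found in the TSA list. From the correlation of the binding signal with and without TSA, set against that between batches, and from a differential peak analysis for which it reports changes in 0.1% of peaks or less, the paper proposes that Hdac1 recruitment is not altered.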

To examine the efficacy of HDAC activity inhibition by TSA, we surveyed six well-known histone acetylation modifications by western blot. Drastically increased levels of H3K9ac, H3K18ac, and H3K27ac are observed in TSA-treated embryos (Figure 4B; Rao and LaBonne, 2018), whereas H3K14ac, H3K56ac, and H4K20ac are not detected during this stage of development. These data indicate that HDAC activity is required to maintain the proper level of histone acetylation during gastrulation.

**Figure 4.**
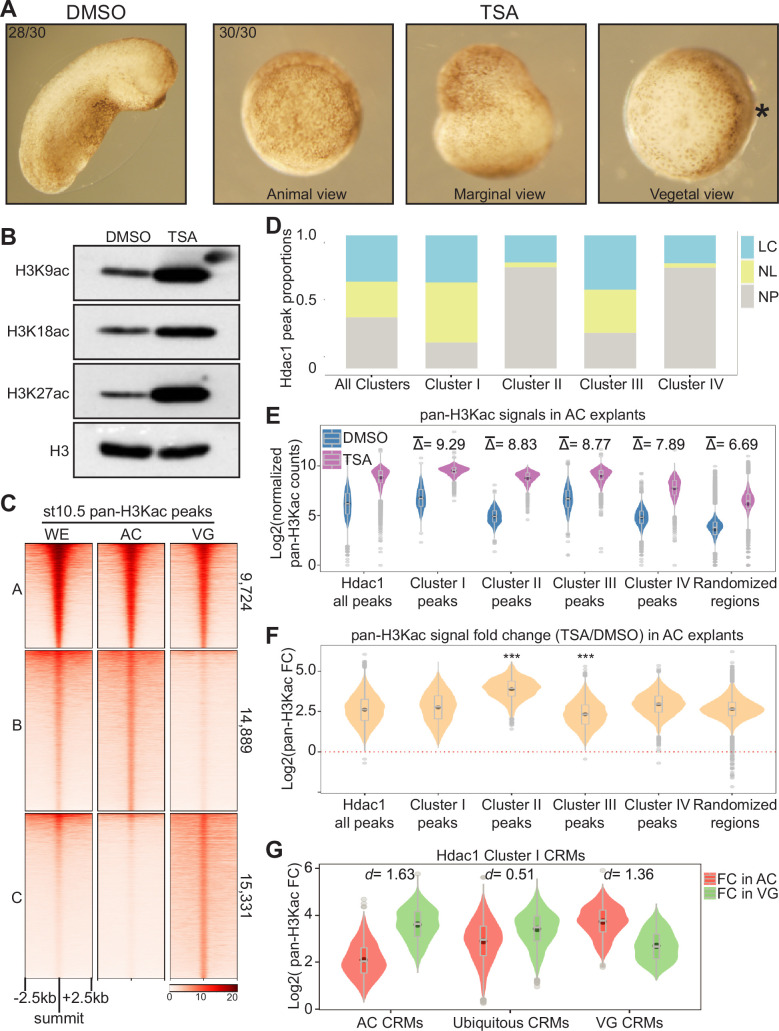
Hdac1 maintains differential H3 acetylomes between germ layers. (**A**) Embryos treated with 100 nM Trichostatin A (TSA) displaying gastrulation defects 24 hr post-fertilization. Asterisk denotes the dorsal side containing the early blastopore lip. (**B**) Western blot analyses showing various histone acetylation modifications affected by HDAC inhibition. Anti-H3 is used as a loading control. (**C**) Clustered heatmap depicting signals of pan-H3Kac at st10.5 in whole embryos (WE), animal cap (AC), and vegetal mass (VG) cells. The signals are shown in a window of 5 kb centered on the summits of combined AC and VG peaks presented in descending order within each cluster. (**D**) Stacked bar graph representing proportions of localized (LC) versus non-localized (NL) pan-H3Kac signals found at Hdac1 *cis*-regulatory module (CRM) clusters in Figure 3C. A Hdac1 peak is considered to exhibit localized pan-H3Kac if it overlaps with either AC- or VG-specific pan-H3Kac peaks (Cluster B or C in **C**); a Hdac1 peak is considered to exhibit non-localized pan-H3Kac if it overlaps with pan-H3Kac peaks shared between AC and VG (Cluster A in **C**). NP: not overlap with any pan-H3Kac peak. (**E**) Spike-in normalized pan-H3Kac signals across Hdac1 CRM clusters (clusters in Figure 3C) in Dimethy Sulfoxide (DMSO)- or TSA-treated AC explants. $\bar{\Delta }$ represents the log2 scaled average differences of spike-in normalized pan-H3Kac signals between DMSO- and TSA-treated AC explants. Randomized genomic regions (*n* = 23,442) are used as the negative control. (**F**) Fold changes (FC) of pan-H3Kac signals at Hdac1 CRM clusters (clusters in Figure 3C) in DMSO- or TSA-treated AC explants. Red dotted line denotes the level of zero. *** denotes p < 0.001 (Student’s *t*-test). (**G**) Fold changes (FC) of pan-H3Kac signals in Cluster I of Hdac1 CRM clusters (clusters in Figure 3C) for each spatial CRM category. *d* denotes effect size calculated by Cohen’s *d*. Figure 4—source data 1.Western blot analyses showing various histone acetylation modifications after HDAC inhibition.

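The Hdac1 peaks of st9 and st10.5 merge into 23442 regions. Of these, 7728 (33.0%, 95% confidence interval 32.4 to 33.6%) overlapped a pan-H3Kac peak found in AC or VG only and no shared peak. A further 6994 (29.8%, 29.3 to 30.4%) overlapped a peak shared by both tissues, and 8720 (37.2%, 36.6 to 37.8%) overlapped none. Among the 6994 are 372 regions (1.59%) that overlapped both kinds, so these were counted as non-localized. Without regions that also met a shared peak, AC-specific peaks were met by 5044 regions (21.5%) and VG-specific peaks by 2719 (11.6%). The alternative that moved these shares most kept the peaks above the median fold of each list, with which 45.5% of the regions overlapped no pan-H3Kac peak.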

**Figure 4—figure supplement 1.**
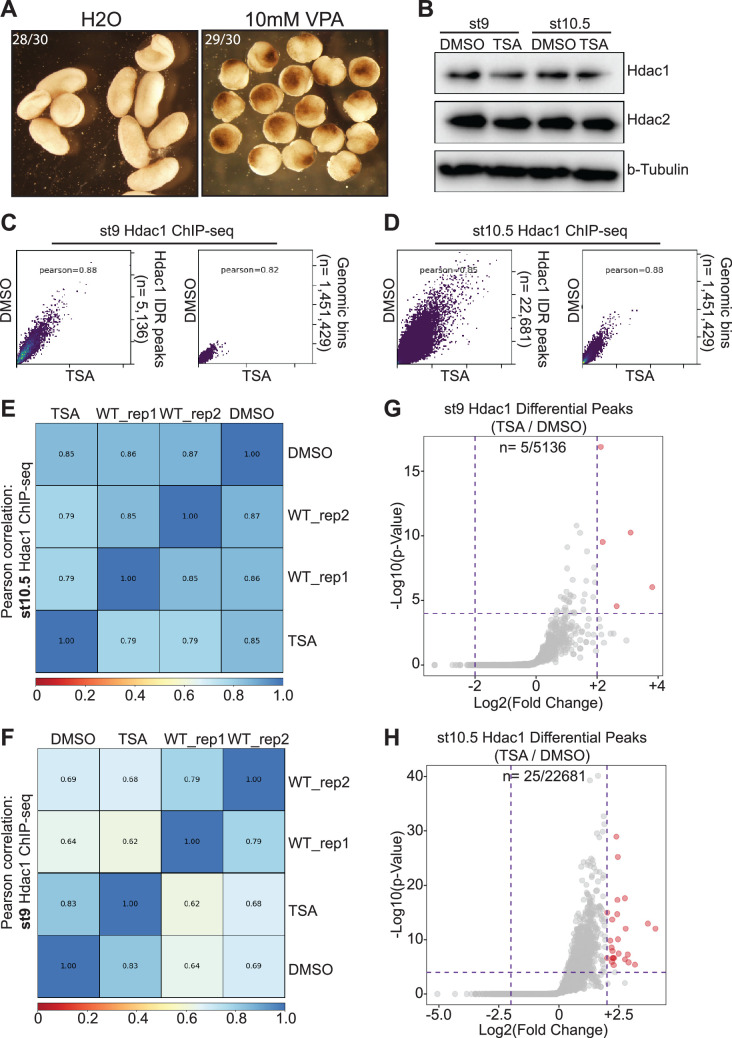
Trichostatin A (TSA)-mediated HDAC inhibition does not alter Hdac1 genomic occupancy. (**A**) Embryos treated with 10 mM valproic acid (VPA) display gastrulation defects at 24 hr post-fertilization. (**B**) Western blot analyses showing protein levels of Hdac1 and Hdac2 upon TSA treatment in st9 and st10.5 embryos. b-Tubulin is used as a loading control. (**C, D**) Pairwise Pearson correlation analyses comparing Hdac1 ChIP-seq signals of (**C**) st9 and (**D**) st10.5 DMSO- and TSA-treated embryos. (**E, F**) Pairwise Pearson correlation analyses comparing Hdac1 ChIP-seq signals of (**E**) st9 and (**F**) st10.5 DMSO- and TSA-treated embryos among different sample batches. WT denotes two biological replicate samples from time-course experiments. (**G, H**) Differential ChIP-seq analysis of (**G**) st9 and (**H**) st10.5 Hdac1 ChIP-seq between DMSO- and TSA-treated embryos. Red dots denote significant and gray dots denote nonsignificant differential irreproducibility discovery rate (IDR) peaks. Figure 4—figure supplement 1—source data 1.Western blot analyses of Hdac1 and Hdac2 proteins upon TSA treatment in st9 and st10.5 embryos.

**Figure 4—figure supplement 2.**
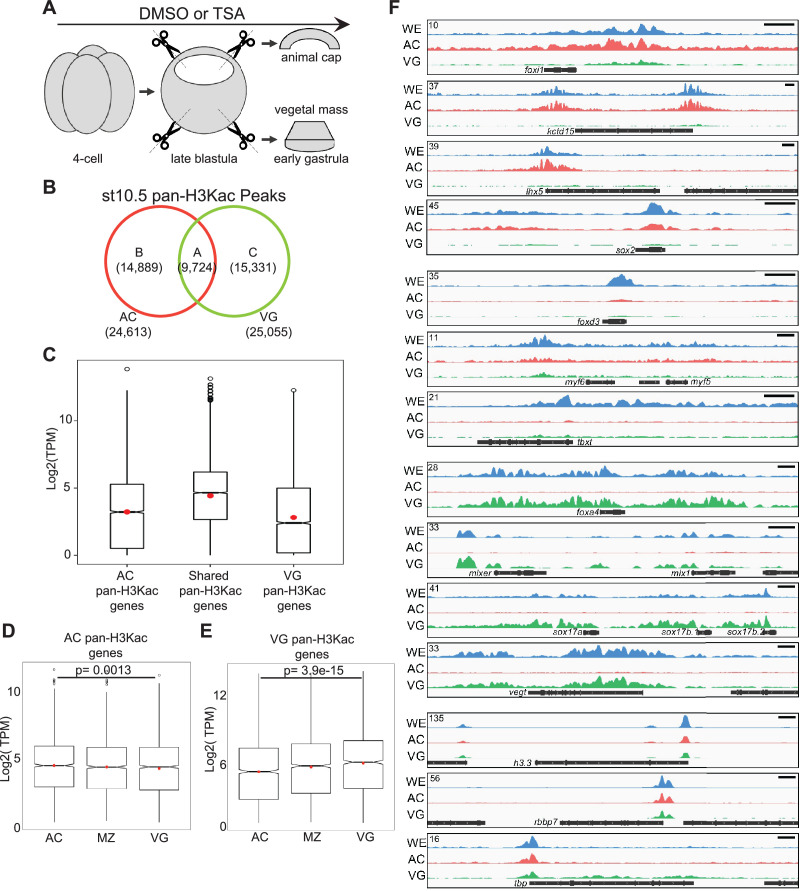
Differential H3 acetylomes are established in different germ layers. (**A**) A schematic diagram of dissection experiments to separate animal cap tissues (AC) and vegetal mass tissues (VG) for ChIP-seq or RNA-seq. Late blastula stage explants were cultured ~1–1.5 hr to the early gastrula stage before being harvested for analyses. (**B**) Venn diagram comparing pan-H3Kac peaks in AC and VG. (**C**) Transcripts per million (TPM) expression of genes associated with distinct spatial pan-H3Kac clusters in Figure 4C. (**D, E**) Transcripts per million (TPM) expression of genes associated with (**D**) AC-specific pan-H3Kac and (**E**) VG-specific pan-H3Kac peaks across three germ layers. p-Values are calculated by Student’s *t*-test. (**F**) Genome browser visualization of pan-H3Kac signals at known ectodermal (*foxi1*, *kctd15*, *lhx5*, *sox2*), mesodermal (*foxd3*, *myf5*, *myf6*, *tbxt*), endodermal (*foxa4*, *mixer*, *mix1*, *sox17a*, *sox17b.1*, *sox17b.2*, *vegt*), and ‘housekeeping’ (*h3.3*, *rbbp7*, *tbp*) genes in whole embryos, AC, and VG explants. *Y*-axis values represent scaled track height. Black bars denote an interval of 2 kb.

**Figure 4—figure supplement 3.**
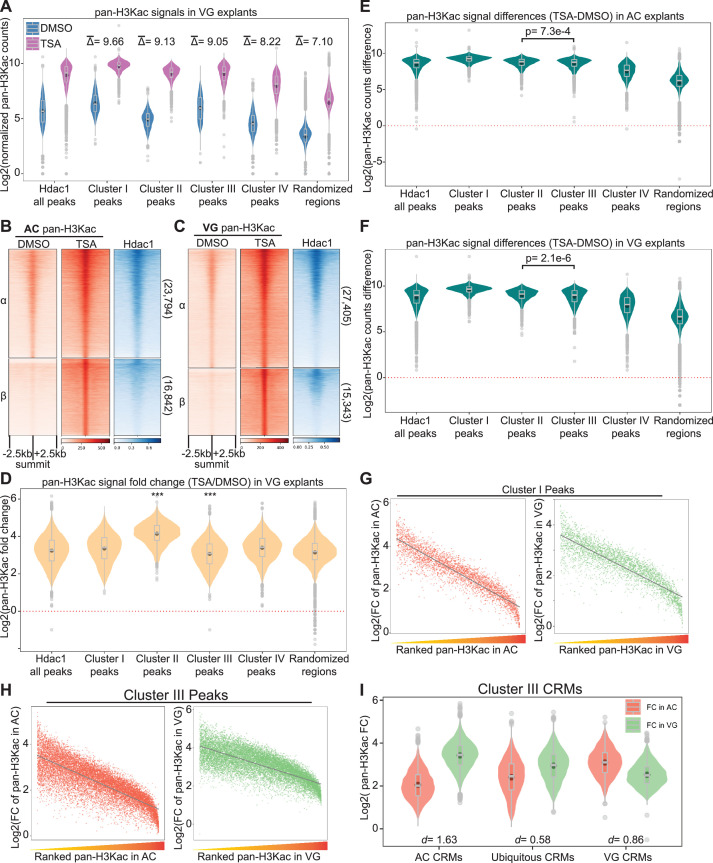
Germ-layer-specific H3 acetylomes require HDAC activity. (**A**) Spike-in normalized pan-H3Kac signals across Hdac1 *cis*-regulatory module (CRM) Clusters (clusters in Figure 3C) in DMSO- or Trichostatin A (TSA)-treated vegetal mass (VG) explants. $\bar{\Delta }$ represents the log2 scaled average differences of spike-in normalized pan-H3Kac signals between DMSO- and TSA-treated VG explants. Randomized genomic regions (*n* = 23,442) are used as the negative control. (**B, C**) Clustered heatmaps depicting signals of pan-H3Kac and Hdac1 at st10.5 (**B**) animal cap (AC) and (**C**) VG explants treated with DMSO and TSA. The signals are scaled using spike-in normalization factors and shown in a window of 5 kb centered on the summits of pan-H3Kac peaks in descending order within each cluster. (**D**) Fold changes (FC) of pan-H3Kac signals at Hdac1 CRM Clusters (clusters in Figure 3C) in DMSO- or TSA-treated VG explants. Red dotted line denotes the level of zero. *** denotes p < 0.001 (Student’s *t*-test). (**E, F**) Pan-H3Kac signals at Hdac1 CRM Clusters (clusters in Figure 3C) in DMSO- or TSA-treated (**E**) AC and (**F**) VG explants. Values for *Y*-axis are log2 transformed. Red dotted line denotes the level of zero. Student’s *t*-test is used to obtain p-values. (**G, H**) Scatter plots representing the anti-correlation between fold changes of pan-H3Kac signals and ranked endogenous pan-H3Kac signals in Hdac1-bound CRM Cluster I and Cluster III of AC or VG explants shown in Figure 3C. Gray lines depict linear regression curves generated from a linear model. Both *X* and *Y* axes’ values are log2 transformed. (**I**) Fold changes (FC) of pan-H3Kac signals representing each spatial CRM category in Cluster III (clusters Figure 3C). *d* denotes effect size calculated by Cohen’s *d*.

Given that Hdac1 CRM Clusters (Clusters I–IV in Figure 3C) are subjected to both active and repressive epigenetic modifications presumably in different germ layers, we compared the general status of the H3 acetylome (pan-H3Kac) between two distinct germ layers, the animal cap (AC, presumptive ectoderm) and the vegetal mass (VG, presumptive endoderm). We performed pan-H3Kac ChIP-seq at early gastrula (st10.5) on dissected AC and VG explants from embryos treated with either TSA or solvent control (Figure 4—figure supplement 2A). 

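The solvent controls of this experiment are DMSO-treated AC and VG explants at st10.5 with 2 biological replicates each, precipitated with an antibody against acetylated histone H3 (pan-H3Kac). Chromatin of another species was added to each sample as a spike-in, and the authors downsampled the frog reads of the second replicates to 25%. The deposited lists hold the peaks that were present in both replicates of a tissue. Peak lists of TSA-treated explants are not among the files, so the change of pan-H3Kac under TSA was not analysed here.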

A comparison of high-confidence peaks from each explant reveals that a majority (~75%) of pan-H3Kac are specifically marked in ectodermal (~37%) and endodermal (~38%) germ layers (Figure 4C, Figure 4—figure supplement 2B). 

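The AC list holds 24212 peaks that cover 30.4 Mb and the VG list 24535 peaks that cover 32.7 Mb. In AC, 9323 peaks (38.5%, 95% confidence interval 37.9 to 39.1%) overlapped a VG peak, where shuffled VG peaks gave 4.29%. In VG, 9204 peaks (37.5%, 36.9 to 38.1%) overlapped an AC peak, against 4.21% by chance. Merged, the lists give 39023 regions, of which 14889 (38.2%) were found in AC only, 15331 (39.3%) in VG only and 8803 (22.6%) in both, so that 77.4% were specific to 1 tissue. The alternative that moved this share most kept the peaks above the median fold of each list and left 71.4% of the regions specific to 1 tissue. Peaks of both tissues are single lists without values per replicate, so the shares carry no replicate error.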

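The pan-H3Kac peaks of AC that overlapped a VG peak had a median fold enrichment of 8.79 (interquartile range 5.36 to 13.9), against 4.42 (3.64 to 6.08) for the peaks found in AC only. In VG, the medians were 6.81 (4.67 to 10.5) for shared peaks and 4.77 (3.95 to 6.36) for peaks found in VG only. The fold at the peak stands in for the signal intensity, which the lists do not hold.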

We observed the signal intensity of pan-H3Kac in AC/VG shared genomic regions (Cluster A in Figure 4C) is significantly higher than those of AC- or VG-specific genomic regions (Clusters B and C in Figure 4C), which also coincides with higher gene expression levels (Figure 4—figure supplement 2C). To correlate the differential pan-H3Kac states and the differential gene expression profiles between the two germ layers, we assigned high enrichment pan-H3Kac peaks (~top 30%) to the nearest genes within 10 kb and compared the expression levels of these genes in each germ layer (Blitz et al., 2017). Indeed, the expression level of genes enriched with AC-specific pan-H3Kac are higher in AC than VG (Figure 4—figure supplement 2D), and the expression levels of genes enriched with VG-specific pan-H3Kac are higher in VG than AC (Figure 4—figure supplement 2E). 

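Peaks of pan-H3Kac were counted within 10 kb of the genes shown in Figure 4—figure supplement 2F. Of the ectodermal genes, *foxi1* had 4 peaks in AC and 0 in VG, *sox2* (chromosome 5, 108035485 to 108037707) had 6 and 0, *kctd15* (chromosome 4, 67882944 to 67915728) had 7 and 1, and *lhx5* had 1 in each. All 7 endodermal genes had peaks in VG and 0 in AC. Their VG peaks numbered 9 at *mixer* (chromosome 5, 8042592 to 8046500), 6 at *mix1*, 5 at *sox17b.1*, 4 each at *sox17a* (chromosome 6, 115156636 to 115158925), *sox17b.2* and *vegt*, and 3 at *foxa4*. Of the mesodermal genes, *myf6* and *tbxt* had 1 peak in AC and 0 in VG, *foxd3* had 1 in each and *myf5* had 0 in both. The housekeeping genes *h3-3a*, *rbbp7* and *tbp* had 5, 1 and 0 peaks in AC and 4, 1 and 2 in VG. The 3 *sox17* genes lie side by side, and the stretches within 10 kb of *mixer* and *mix1* overlap, so a peak can count for more than 1 gene. From these genes and the expression of genes near AC-specific and VG-specific peaks, the paper describes acetylation that in general follows where transcripts are localized.

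**Figure D1:**
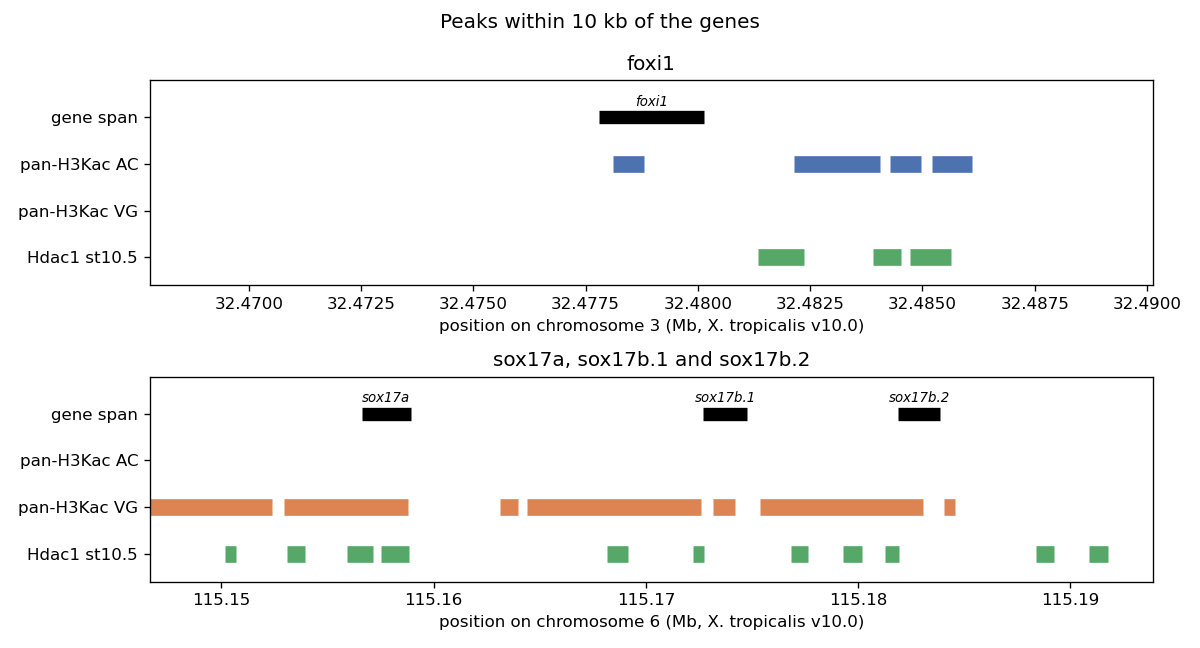
Spans of the genes (black) with the pan-H3Kac peaks of AC (blue) and VG (orange) explants and the Hdac1 peaks at st10.5 (green) within 10 kb, by position in Mb on chromosomes 3 and 6. The pan-H3Kac peaks at *foxi1* are in AC and those at the *sox17* genes in VG.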

Well-known genes with germ-layer-specific expression exhibit localized pan-H3Kac signals between germ layers (Figure 4—figure supplement 2F). These results illustrate that the histone acetylation profile generally coincides with the animally and vegetally localized expression of transcripts.

To uncover the role of Hdac1 in regulating histone acetylation states of CRM clusters (Clusters I–IV in Figure 3D), we first examined the general distribution of pan-H3Kac in these Hdac1 CRM Clusters. Consistent with H3K27 modifications, both heterogeneous CRMs (Cluster I, both H3K27ac and H3K27me3) and active CRMs (Cluster III, only H3K27ac), but not repressive CRMs (Cluster II, only H3K27me3), are marked by pan-H3Kac. Nearly half of pan-H3Kac marks on heterogeneous or active CRMs are localized either animally or vegetally (Figure 4C, D), suggesting that these CRMs are regionally active in specific germ layers. We then quantitatively (Egan et al., 2016) compared the levels of pan-H3Kac signals (read density) on each CRM within Hdac1 CRM Clusters I–IV with and without TSA treatment. A global increase of pan-H3Kac signals across all Hdac1 CRM Clusters is observed after TSA treatment (Figure 4E, Figure 4—figure supplement 3A), which is consistent with the western blot data (Figure 4B). TSA-induced HDAC inhibition leads to elevated pan-H3Kac signals on both readily acetylated genomic loci (Cluster α of Figure 4—figure supplement 3B, C) and other genomic regions (Cluster β of Figure 4—figure supplement 3B, C). Interestingly, we found that CRMs of Hdac1 Clusters I–IV respond differently upon HDAC inhibition: repressive CRMs (Cluster II, only H3K27me3) show the highest fold increase of pan-H3Kac signals, while active CRMs (Cluster III, only H3K27ac) show the lowest fold increase of pan-H3Kac signals when compared to other clusters (Figure 4F, Figure 4—figure supplement 3D). We also note that the increased amount of pan-H3Kac is very similar across different Hdac1 clusters, irrespective of CRMs being repressive or active CRMs (Figure 4—figure supplement 3E, F). This suggests that HDACs catalytic activities are similar whether CRMs are repressive or active. In sum, upon HDAC inhibition, Hdac1-bound repressive CRMs are subject to histone hyperacetylation, while Hdac1-bound active CRMs exhibit a further increase of histone acetylation.

Lastly, we explored how Hdac1 CRM Clusters (Clusters I–IV in Figure 3C) differentially respond to HDAC inhibition in specific germ layers. For heterogeneous CRMs (Cluster I, both H3K27ac and H3K27me3), the fold increase of pan-H3Kac signals after TSA treatment is examined (Figure 4—figure supplement 3G). Interestingly, CRMs with low levels of histone acetylation tend to be more responsive to HDAC inhibition, than CRMs with high levels of histone acetylation. Next, heterogeneous CRMs were subdivided into three spatial categories, that are pan-H3Kac enriched animally (AC CRMs), vegetally (VG CRMs), and ubiquitous CRMs. The fold changes of pan-H3Kac signals of these CRMs were examined after TSA treatment. Germ-layer-specific AC and VG CRMs show the greater changes upon HDAC inhibition (Figure 4G). AC CRMs show an increase in pan-H3Kac signals in VG but not in AC after HDAC inhibition. Similarly, VG CRMs acquire an increase of pan-H3Kac signals in AC but not in VG upon HDAC inhibition. A similar trend is also observed on active CRMs (Cluster III, only H3K27ac), emphasizing germ-layer-specific functions of this CRM cluster (Figure 4—figure supplement 3H, I). Taken together, these data demonstrate that Hdac1 activity is spatially regulated in development to maintain proper germ layer specific gene expression patterns.

### HDAC activity modulates developmental genes between germ layers

HDACs are considered as transcriptional corepressors because histone deacetylation is generally associated with transcriptional repression. To determine how Hdac1-bound CRM Clusters I–III (Figure 3C) influence the activities of their corresponding genes, each CRM within a cluster was assigned to a nearest gene located within 10 kb and genes were placed into one of three classes (Figure 5A). Class 1 denotes 3104 genes that have CRMs with mixed marks of H3K27ac and/or H3K27me3 suggesting that these genes are differentially expressed in different germ layers. Class 2 denotes 629 genes whose CRMs are marked with only H3K27me3 indicating that these genes may be repressed. Class 3 denotes 5913 genes whose CRMs are marked with only H3K27ac suggesting that these genes are differentially active in various germ layers. We first investigated the temporal expression pattern (Owens et al., 2016) of each gene class. To exclude the interference posed by residual maternal transcripts at these early stages, we examined the expression patterns of exclusively zygotic genes in each class and found that Class 1 and 3 genes are gradually activated after ZGA while Class 2 genes remain mostly silent even at late gastrula (Figure 5B). To assess whether Class 2 genes remain inactive throughout development, we extended our temporal expression analysis until tailbud stage 26 (23 hpf). Class 1 and 3 genes are continuously active after ZGA, whereas Class 2 genes are gradually activated from early neurula and onward (Figure 5C). These data suggest that Hdac1 regulates both transcriptionally active and silent genes at gastrulation.

**Figure 5.**
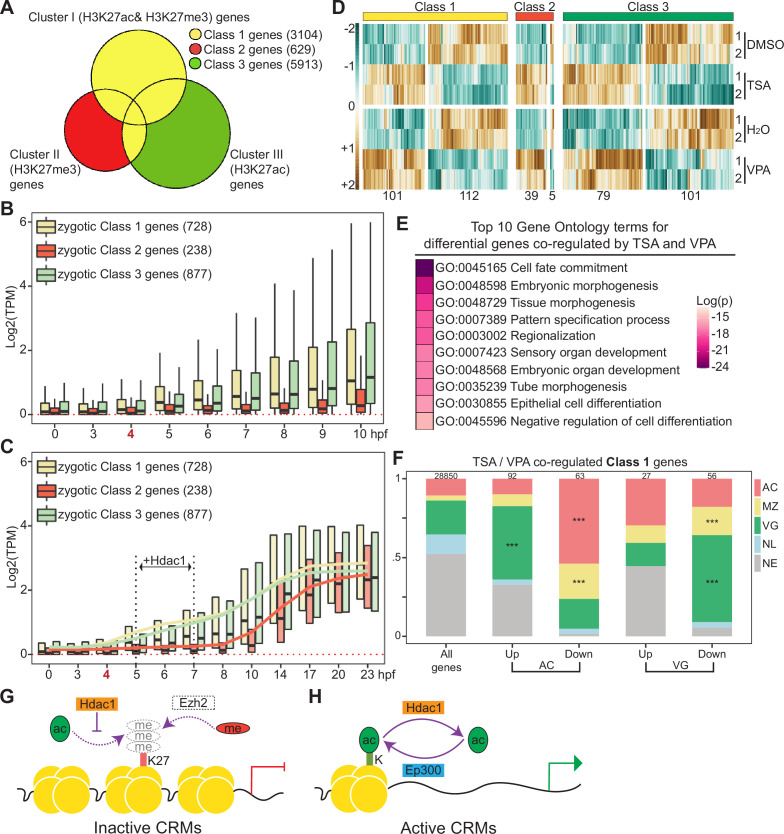
Hdac1 regulates germ-layer transcriptomes both in time and space. Venn diagram comparing genes associated with Hdac1 *cis*-regulatory module (CRM) clusters (Clusters I–III in Figure 3C). Class 1 genes include genes closest to Cluster I peaks and genes overlapped in Classes 2 and 3; Class 2 are unique genes closest to Cluster II peaks; Class 3 are unique genes closest to Cluster III peaks. (**B**) Time-course TPM expression of zygotic genes in Classes 1–3 from fertilization to 10 hr post-fertilization (hpf, late st12.5). Red dotted line denotes zero. Bold number ‘4’ in red denotes the onset of zygotic genome activation (ZGA). (**C**) Time-course TPM expression of zygotic genes in Classes 1–3 up to 23 hpf (tailbud st26). Black vertical dotted lines denote the time window when Hdac1 binding is examined. Trend lines for each class are generated by connecting mean TPM values at each time point. (**D**) The expression profiles of genes affected by Trichostatin A (TSA) or valproic acid (VPA) in each class. The total number of genes in each heatmap cluster is denoted. (**E**) Gene ontology enrichment analysis of genes co-regulated by TSA- and VPA-mediated HDAC inhibition. Only genes with matched gene synonym to *Homo sapiens* are used in the analysis. (**F**) Spatial expression pattern of Class 1 genes co-regulated by TSA and VPA in proportions. The total number of genes in each category is listed at the top of each bar. Only *** denoting p < 0.001 (Fisher’s exact test) is shown. AC: animal cap, presumptive ectoderm; MZ: marginal zone, presumptive mesoderm; VG: vegetal mass, presumptive endoderm; NL: non-localized genes; NE: non-expressed genes. (**G, H**) Models of Hdac1 functioning at both inactive and active CRMs: (**G**) on inactive CRMs, H3K27 residue is maintained as unmodified by Hdac1, which may be subjected to H3K27me3-mediated suppression; (**H**) on active CRMs, the state of histone acetylation is dynamically modulated by Ep300- and-Hdac1-mediated acetylation–deacetylation cycles.

**Figure 5—figure supplement 1.**
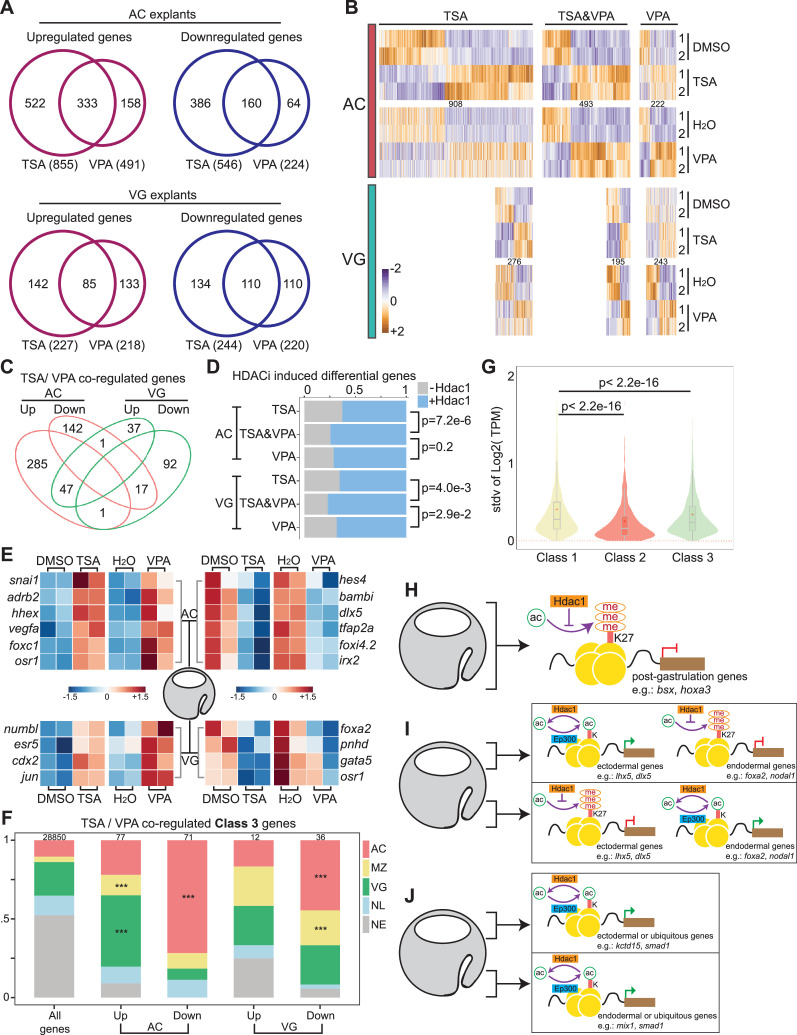
Integrity of germ-layer transcriptomes requires HDAC activity. (**A**) Venn diagrams showing the overlap of differentially regulated genes by Trichostatin A (TSA) and valproic acid (VPA) treatment in AC or VG explants. (**B**) Differential expression profiles of genes induced by TSA alone, both TSA and VPA, and VPA alone in AC or VG explants. The total number of genes in each cluster is denoted. (**C**) Venn diagrams depicting the overlap of TSA/VPA co-regulated genes in AC and VG explants. (**D**) Proportions of Hdac1-bound and unbound genes differentially regulated by TSA alone, both TSA and VPA, and VPA alone in AC and VG explants. Fisher’s exact test is used to calculate the p-value. (**E**) Heatmaps depicting the expression levels of germ-layer genes (Supplementary file 3) co-regulated by TSA and VPA. (**F**) Spatial expression patterns of Class 3 genes co-regulated by TSA and VPA in proportions. The total number of genes in each category is listed at the top of each bar. Only *** denoting p < 0.001 (Fisher’s exact test) is shown. AC: animal cap, presumptive ectoderm; MZ: marginal zone, presumptive mesoderm; VG: vegetal mass, presumptive endoderm; NL: non-localized genes; NE: non-expressed genes. Parameters of spatial categories are detailed in Supplemental Methods. (**G**) The standard deviation of TPM values between five dissected tissue fragments for Class 1–3 genes. p-Values are calculated using Student’s *t*-test. (**H–J**) Models of Hdac1 function during germ-layer specification. (**H**) Hdac1 temporally suppresses the expression of genes expressed post-gastrulation. (**I**) Spatially Hdac1 safeguards misactivation of germ-layer genes in other germ layers suppressed by H3K27me3 or (**J**) devoid of histone acetylation; in addition, (**I, J**) Hdac1 sustains the activity of respective germ-layer genes.

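Genes were taken as bound by Hdac1 where they were the nearest gene, within 10 kb, to the summit of an Hdac1 peak of st9 or st10.5, which gives 10266 bound genes. In AC, 94 of the 119 genes called for both TSA and VPA (79.0%) were bound, against 78.3% of the 428 genes called for 1 inhibitor only (two-sided Fisher's exact test, p = 0.901) and 60.6% of the 13970 genes called for neither (p = 2.75e-05). The share was 77.8% of the 230 genes called for TSA alone (Fisher's exact test, p = 0.891) and 78.8% of the 198 called for VPA alone (p = 1). The genes lowered by both were bound in 84.3% of cases and those raised by both in 75%. In VG, no gene was called for both. With DESeq2 calls there, 82.1% of 112 genes called for both were bound against 70.8% for TSA alone (Fisher's exact test, p = 0.0644), and with the calls of the replicate block in 4 libraries, chosen after the data were seen, 76.1% of 243 against 67.9% (Fisher's exact test, p = 0.0455). With the calls of the DESeq2 Wald test, which moved the comparison most, 79.7% of the genes called for both in AC were bound and 72.7% of those called for 1 only (Fisher's exact test, p = 0.00393).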

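Embryos were treated from the 4-cell stage with 100 nM TSA or its solvent DMSO, or in a separate experiment with 10 mM VPA or water, and AC and VG explants were collected at st10.5. Each of the 4 groups of an experiment has 2 biological replicates, which gives 16 libraries. The authors aligned the reads with STAR and deposited RSEM expected counts and TPM per gene, for 28850 genes, while the Methods name raw read counts from STAR and do not state which counts entered edgeR. The libraries hold between 16892279 and 54350322 counts. The AC libraries numbered 2 of the TSA experiment are the deepest, the TSA library with 53281892 counts, and 35.0% (DMSO) and 39.4% (TSA) of their counts fell on ribosomal RNA genes, where every other library had between 0.730% and 4.38%. Expected counts were rounded and normalized by edgeR's TMM method, and genes with too few counts were left out by its default filter, which kept 15232 genes in the TSA experiment and 15166 in the VPA experiment. One quasi-likelihood model was fitted to the 8 libraries of each experiment with a mean for each group, and the treated group was compared with its control within each tissue. A gene was called raised or lowered with a fold change above 2 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper, whose text names edgeR but not the test or the libraries of a fit. Expression values are TMM-normalized CPM. With 2 replicates per group, values with 1 library left out are given without a test, as ratios of mean CPM after adding 0.5.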

To understand how HDAC activity affects the expression of nearby genes, we performed RNA-seq using early gastrula AC or VG explants treated with or without two different Hdac inhibitors, TSA (Finnin et al., 1999) and VPA (Davie, 2003; Krämer et al., 2003). Differential gene expression analyses identified many genes that are affected after TSA or VPA treatment in both AC and VG explants (Figure 5—figure supplement 1A, C). 

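TSA raised 197 and lowered 153 genes in AC, with median log2 fold changes of 2.48 and −1.95, and VPA raised 206 and lowered 113, with medians of 1.98 and −1.58. In VG, TSA raised 0 and lowered 2 genes, and VPA raised 0 and lowered 0, while 629 (TSA) and 1340 (VPA) genes had an unadjusted p under 0.05. The 4 counts depended on the libraries and the blocks of the fit. Differences between replicates correlated between control and treated libraries, for TSA with r = 0.888 in AC and 0.887 in VG. For VPA, r was 0.486 in AC and 0.746 in VG. The main fit has no term for such pairs, so its few calls in VG are no evidence that few genes changed there. The largest in AC were 1674 genes for TSA (block within each tissue, chosen after the data were seen) and 996 for VPA (replicate block). When only the 4 libraries of a contrast entered the fit, 0 genes were called for TSA in AC and in VG (1763 and 658 at an unadjusted p under 0.05), 3 for VPA in AC and 0 for VPA in VG (1185). With the replicate numbers as a block in the same 4 libraries, an alternative chosen after the data were seen, TSA changed 1423 genes in AC and 515 in VG, and VPA changed 650 and 459. The gene raised most by TSA in AC was *nodal3.1*, from 0.0777 ± 0.110 to 10.6 ± 3.05 CPM (SD, n = 2), with a log2 fold change of 6.75 (standard error 0.67, adjusted p = 0.00858 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a control so near 0 its fitted fold change is loosely bounded, and ratios with each library left out ran from 3.97 to 4.53. These ratios are taken after adding 0.5 CPM, which by itself draws them toward 0 for genes with few counts, so they are not on the scale of the fit. It was followed by *foxq1* (log2 fold change 6.24, from 3.74 to 3.87 with a library left out) and *tbxt.2* (6.10, from 4.46 to 5.72). The gene lowered most was *dlx3*, from 36.4 ± 7.93 to 0.237 ± 0.118 CPM (SD, n = 2; log2 fold change −7.29, standard error 0.56, edgeR adjusted p = 0.0131), followed by *foxi4.1* (−6.64) and *ventx1.1* (−6.57), and without 1 library these 3 ran from −5.86 to −5.42, from −4.49 to −4.00 and from −6.36 to −5.90. For VPA in AC, *pnpla2* (5.65, from 2.45 to 3.75 with a library left out), *ebf2* (5.11, from 3.59 to 4.41) and *emx2* (5.05, from 3.95 to 5.12) had the largest fitted rise. *gata2* fell most, from 143 ± 16.9 to 1.59 ± 0.641 CPM (SD, n = 2; log2 fold change −6.46, standard error 0.30, edgeR adjusted p = 0.00216), followed by *dlx3* (−5.22, from −4.31 to −3.68 with a library left out) and *ag1* (−5.16, from −5.36 to −3.17). In VG, *gatd3ala* fell most with TSA among the called genes, from 38.9 ± 8.17 to 1.43 ± 0.0269 CPM (log2 fold change −4.77, edgeR adjusted p = 0.0441).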

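In AC, 68 genes were raised by both TSA and VPA, where 2.76 would overlap by chance among the 14548 genes tested in both experiments (one-sided Fisher's exact test, p = 8.59e-79). Lowered by both were 51 genes, against 1.18 by chance (Fisher's exact test, p = 1.86e-73), and 0 genes changed in opposite directions. Each set of control libraries belongs to 1 inhibitor, so these lists share no library. Most genes called for an inhibitor in AC moved the same way under the other, namely 195 of 196 raised and 152 of 153 lowered by TSA, and 204 of 205 raised and 112 of 112 lowered by VPA. These counts include the 68 and 51 genes called for both, which move alike by definition. Across all genes tested in both experiments, the log2 fold changes of the inhibitors correlated in AC (Pearson's r = 0.717, Spearman's rho = 0.651) and less in VG (0.554 and 0.465), although genes are not independent replicates. In VG, 0 genes were called for both, and the 2 genes lowered by TSA there also fell with VPA (median log2 fold change −2.68). In AC the overlap moved most with the DESeq2 Wald test, to 531 genes called for both inhibitors in the same direction, and in VG with the replicate block in 4 libraries, chosen after the data were seen, to 243 (112 with DESeq2).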

Many of the genes affected by TSA treatment were similarly affected by VPA treatment, and vice versa (Figure 5—figure supplement 1B, C), suggesting that these are bona-fide HDAC targets. Gene ontology analyses revealed that genes affected by of HDAC inhibition primarily function in early embryonic development such as cell fate commitment, tissue morphogenesis and pattern specification (Figure 5E), consistent with the notion that HDACs are important in regulating the genes involved in early embryonic development.

### Integrity of germ-layer-specific transcriptomes is maintained by spatiotemporal HDAC activity

We attempt to correlate how the expression of different classes of Hdac1-bound genes (Classes 1–3 in Figure 5A) is affected by HDAC inhibition. We examined the activation of Class 2 genes (Hadc1-bound and H3K27me3 marked) upon HDAC inhibition, which are usually not transcribed until much after gastrulation (Figure 5B, C). Interestingly, greater than 85% of Class 2 genes are prematurely activated during gastrulation upon HDAC inhibition (Figure 5D), supporting the idea that Hdac1 temporally regulates the expression of Class 2 genes (Figure 5—figure supplement 1H ). This is also consistent with observed histone hyperacetylation at repressive CRMs upon HDAC inhibition (Figure 4E, Figure 4—figure supplement 3A). Furthermore, we observed that differentially regulated genes in Class 1 (CRMs are marked by a mixture of active H3K27ac and repressive H3K27me3) and Class 3 (whose CRMs are only marked by active H3K27ac) can be up- or down-regulated upon HDAC inhibition (Figure 5D). We speculate that HDAC activity Class 1 and 3 genes are spatially regulated.

To gain insights into the spatial gene regulation by Hdac1, we analyzed the localized expression patterns of genes at early gastrula (Blitz et al., 2017). Expression profiles of Class 1 genes revealed that genes normally expressed in the vegetal region (endoderm) are significantly up-regulated in AC upon HDAC inhibition (Figure 5F, second bar). Coincidently, VG CRMs are hyperacetylated in AC upon HDAC inhibition (VG CRMs in Figure 4G), which in turn leads to the misactivation of endodermal genes in AC (Figure 5—figure supplement 1E, Supplementary file 2). 

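Spatial expression was taken from the control explants of these experiments, since the dissected tissues the paper used come from other data. All genes called for an inhibitor were used, while the paper's panel holds Class 1 genes changed by both inhibitors. To keep the same libraries out of both sides, TSA calls were compared with genes that differed between AC and VG in water, and VPA calls with genes that differed in DMSO. Of the 196 genes raised by TSA in AC, 73 (37.2%) were VG-enriched, against 9.09% of all genes tested (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 16 tests, p = 3.74e-26). For VPA, 62 of 205 raised genes (30.2%) were VG-enriched, against 12.5% of all genes (the same exact test, p = 3.86e-11). Under the alternatives, the share for TSA ran from 17.4% (141 of 811 genes, replicate block in 4 libraries, chosen after the data were seen) and 24.8% (128 of 516, DESeq2) to 57.1% (112 of 196 against 37.6% of all genes, categories from mean TPM as in the paper). AC-enriched genes made up 2.55% (TSA) and 3.90% (VPA) of the raised genes. Of the endodermal genes in Figure 4—figure supplement 2F, 7 of 7 rose in AC with TSA (median log2 fold change 1.12, 2 called) and 7 of 7 with VPA (1.47, 1 called). Of these, *mixer* with TSA (log2 fold change 0.03) and *sox17b.2* with TSA (0.23) and VPA (0.46) change sign with a library left out. *sox17a* rose from 2.22 ± 0.0585 to 77.4 ± 14.1 CPM with TSA in AC (SD, n = 2; log2 fold change 5.12, standard error 0.22, edgeR adjusted p = 0.00111), where control VG explants had 835 ± 8.80 CPM. The sum of the 3 *sox17* genes, which could share reads, rose by 3.18 on the log2 scale. With VPA, *sox17a* was not called (log2 fold change 3.43, edgeR adjusted p = 0.0898), and its treated libraries differed, at 54.2 and 9.30 CPM. *osr1* (chromosome 5, 142587241 to 142599401), listed in Supplementary file 2 as up in AC, rose from 0.390 ± 0.185 to 9.12 ± 0.272 CPM with TSA (log2 fold change 4.59, standard error 0.36, edgeR adjusted p = 0.00571). All 6 genes that Supplementary file 2 lists as up in AC rose with both inhibitors, with 5 called for TSA and 4 for VPA. The paper reasons from hyperacetylation of VG regions in AC to the activation of endodermal genes there.

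**Figure D2:**
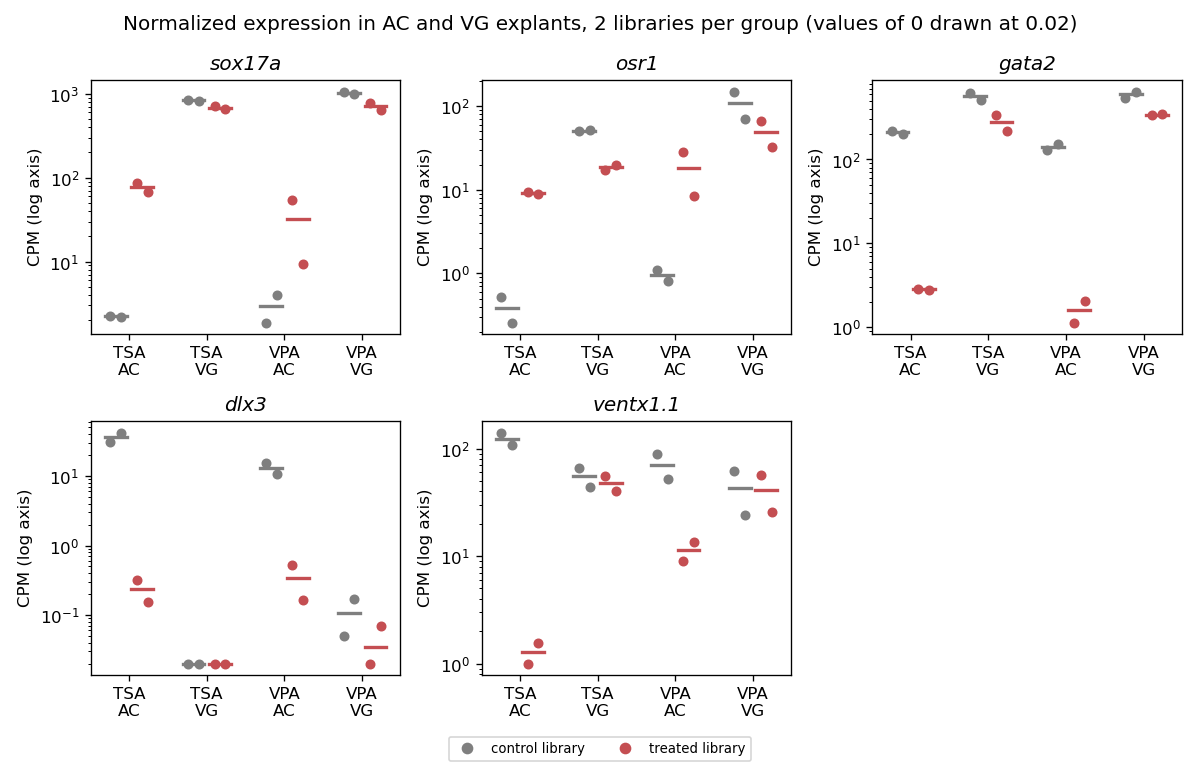
Normalized expression (CPM, log axis) of 5 genes in each library of the control (grey) and treated (red) groups for TSA and VPA in AC and VG, where points are libraries, bars are means and values of 0 are drawn at 0.02. *sox17a* and *osr1* are higher in control VG than in control AC, and *gata2*, *dlx3* and *ventx1.1* fall in AC with both inhibitors.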

Surprisingly, we found that genes normally expressed in ectoderm and mesoderm are significantly down-regulated in AC upon HDAC inhibition (Figure 5F, third bar) and genes normally expressed in mesoderm and endoderm are significantly down-regulated in VG (Figure 5F, fifth bar), upon HDAC inhibition. 

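Of the 153 genes lowered by TSA in AC, 50 (32.7%) were AC-enriched in the water controls, against 6.23% of all genes tested (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 16 tests, p = 1.13e-22). Of the 112 genes lowered by VPA in AC, 55 (49.1%) were AC-enriched in the DMSO controls, against 9.78% (the same exact test, p = 1.36e-25). In this exact test, VG-enriched genes were not over-represented, at 11.8% of the genes lowered by TSA (adjusted p = 0.463) and 5.36% of those lowered by VPA (adjusted p = 1). The rotation test of the limma package (fry), which takes the whole sets without calls and was chosen after the data were seen, gave median log2 fold changes in AC of −0.23 (TSA, adjusted p = 0.0448) and −0.31 (VPA, adjusted p = 0.0448) for AC-enriched genes, and 0.12 (TSA, adjusted p = 0.00732) and 0.24 (VPA, adjusted p = 0.0463) for VG-enriched genes. With the replicate block within each tissue, also chosen after the data were seen, 0 of these 4 fry tests passed (adjusted p from 0.0554 to 0.197). In VG explants without a block, fry gave medians for VG-enriched genes of 0.01 (TSA) and 0.18 (VPA), with the directions down and up and an adjusted p of 0.164 for both, so neither was past the threshold. In VG explants, where 2 genes were called for TSA and 0 for VPA, 1 of the 2 called genes was VG-enriched (Fisher's exact test, adjusted p = 0.463). By the exact test, the calls of the DESeq2 Wald test in VG held 35 VG-enriched genes among the 113 lowered by TSA (adjusted p = 1.05e-10) and 35 among the 181 lowered by VPA (adjusted p = 0.00911). The same lists held 14 (adjusted p = 0.0168) and 80 (adjusted p = 3.74e-33) AC-enriched genes by this exact test, so with VPA the genes lowered in VG were more often AC-enriched. Mesodermal explants were not dissected for these libraries, so mesodermal genes as a class were not analysed here. *gata2* (chromosome 4, 135403346 to 135415633) fell with TSA in AC from 211 ± 11.4 to 2.85 ± 0.0452 CPM (SD, n = 2; log2 fold change −6.21, standard error 0.29, edgeR adjusted p = 0.00111). Control VG explants with DMSO had 566 ± 66.8 CPM, so *gata2* was higher there than in AC and is no example of an AC-enriched gene. Of the ectodermal genes in Figure 4—figure supplement 2F, 0 of 4 rose in AC with either inhibitor. *kctd15* was called for TSA (log2 fold change −3.93, edgeR adjusted p = 0.0296) and for VPA (−3.16, edgeR adjusted p = 0.0474).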

Contrary to the repressive role of Hdac1, this finding suggests that Hdac1 positively influences the transcription of active genes in each germ layer. We propose that the state of histone acetylation on CRMs associated with active genes is dynamic, and disruption to such equilibrium impairs normal transcription activities. Based on the quantitative analysis of pan-H3Kac profiles upon TSA treatment, we found that Hdac1-bound CRMs gain increased levels of pan-H3Kac globally including already acetylated CRMs (Figure 4E, Figure 4—figure supplement 3A). This TSA-induced excessive histone acetylation on active CRMs may contribute to the attenuated expression of associated active genes in respective germ layers (Figure 5—figure supplement 1E). 

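The genes that Supplementary file 2 lists were chosen by the study on these samples, so counts over the list are not independent evidence. It has 20 entries for 19 genes, as *osr1* is listed as up in AC and down in VG, and all 20 moved in the listed direction with TSA and with VPA. Over all genes tested, 9 entries were called for TSA and 8 for VPA, and adjusted over the list alone, 20 and 17 were. The 6 genes listed as down in AC had log2 fold changes from −3.39 to −1.35 with TSA and from −3.01 to −1.46 with VPA, and 4 of them were called for each inhibitor. Among these, *irx2* fell from 80.7 ± 40.7 to 12.9 ± 4.79 CPM with TSA (SD, n = 2; log2 fold change −2.65, standard error 0.45, edgeR adjusted p = 0.0364). The 4 genes listed as down in VG had log2 fold changes from −1.83 to −1.31 (TSA) and from −2.21 to −1.15 (VPA), and 0 of them were called for either. *gata5*, for example, went from 54.5 ± 7.58 to 15.3 ± 0.971 CPM with TSA in VG (edgeR adjusted p = 0.251). The 4 genes listed as up in VG rose by between 1.59 and 3.11 (TSA) and between 1.03 and 2.47 (VPA), also without a call. With the replicate numbers as a block in the 4 libraries of a contrast, chosen after the data were seen, 20 of the entries were called for TSA and 19 for VPA.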

A similar trend is observed among TSA responsive Class 3 genes (Figure 5—figure supplement 1F). These data demonstrate that Hdac1 not only prevents aberrant activation of silent genes, but also maintains proper gene expression levels in each germ layer (Figure 5—figure supplement 1I,J).

Since genes in Class 1 (CRMs having a mixture of H3K27ac and H3K27me3) and Class 3 (CRMs marked by only H3K27ac) and show localized transcriptomic profiles, we examined the expression differences between these two gene classes. Class 1 genes display a higher variability in expression levels between different germ layers when compared to Class 3 genes (Figure 5—figure supplement 1G). This indicates that the expression of genes undergoing active H3K27me3 suppression is more intimately associated with germ-layer determination. Altogether, these results show that Hdac1 maintains the integrity of germ-layer genes both in time and space during gastrulation.

## Discussion

Here, we defined a critical role for Hdac1 during early *Xenopus* embryogenesis. Our findings demonstrate a close link between homeostasis of histone acetylation and transcriptional activities in developing embryos. Progressive binding of Hdac1 to the genome shapes the zygotic histone acetylome, thereby reinforcing a proper germ-layer-specific transcriptome, both in time and space. Thus, Hdac1 is an essential epigenetic regulator in the control of embryonic cell identity and lineage. We propose that TFs inducing differentiation programs exploit the activity of HDACs to confine the expression of zygotic genes.

### Gradual binding of Hdac1 coincides with ZGA

The genome-wide binding of Hdac1 begins at mid-blastula and gradually accumulates at thousands of loci. Such progressive binding of Hdac1 around ZGA raises the question of whether Hdac1 recruitment requires zygotic factors during these stages. Surprisingly, ChIP-seq analyses of Hdac1 from α-amanitin-injected embryos show that zygotic transcription is dispensable for Hdac1 recruitment to the genome, at the very least, up to late blastula (Figure 2A, Figure 2—figure supplement 1B, C). Recent work in yeast shows that active transcription is required to shape histone acetylation patterns largely due to a direct role of RNAPII in recruitment and activation of H4 HATs but not HDACs (Martin et al., 2021). Our result agrees with the notion that Hdac1 recruitment is not directed by on-going transcription. We, therefore, speculate that maternal factors instruct early Hdac1 recruitment. Our results provide evidence that maternal Foxh1/Sox3 plays a role in Hdac1 genomic recruitment (Figure 2E, F), highlighting the importance of these two maternal TFs in early embryonic epigenome establishment. Though maternal TFs such as Foxh1, Vegt, and Otx1 are shown to bind the genome as early as the 32- to 64-cell stage (Charney et al., 2017; Paraiso et al., 2019), the genome-wide binding of Hdac1 likely begins at blastula and is not significantly widespread until early gastrula (Figure 1C, G). It is also known that Hdac1 containing complexes bind to pre-existing epigenetic marks such as DNA methylation and H3K4me3 (Wade et al., 1999; Lee et al., 2018). Therefore, maternally instructed histone modifications may also play a role in Hdac1 recruitment.

### Hdac1 functions differently on active versus inactive CRMs

One perplexing finding is that Hdac1 occupies both active and repressive genomic loci (Figure 3A, B). Hdac1 binds to repressive genomic regions that are facultative but not constitutive heterochromatin. Though histone modifications underlying constitutive heterochromatin have been shown to regulate developmental genes (Riddle et al., 2011; Wang et al., 2018; Methot et al., 2021), the profile of H3K27me3 is largely different (~90% non-overlapping peaks) from profiles of H3K9me2, 3, and H4K20me3 in early *Xenopus* development (data not shown, van Kruijsbergen et al., 2017). These observations suggest that Hdac1-mediated suppression is largely dictated by developmental programs. In contrast to commonly accepted repressor function of Hdac1, the binding of Hdac1 at active genomic regions is surprising. However, our findings are consistent with previous studies in yeast and mammalian cell culture emphasizing a dynamic equilibrium of histone acetylation at active loci (Kurdistani et al., 2002; Wang et al., 2002; Wang et al., 2009; Kidder and Palmer, 2012). Hence, we hypothesize that Hdac1 functions at both active and inactive CRMs in early embryos.

To test the in vivo function of HDACs, we blocked their endogenous activity using an inhibitor and quantitatively examined the changes of general H3 acetylation (pan-H3Kac) upon HDAC inhibition. First, an increase of pan-H3Kac (detecting acetylated forms of H3K9, K14, K18, and K27) is observed across Hdac1-bound CRMs, including active CRMs, consistent with the canonical enzymatic activity of Hdac1 (Figure 4E, Figure 4—figure supplement 3A). Second, repressive CRMs marked by H3K27me3 undergo drastic H3 hyperacetylation compared to active CRMs marked by H3K27ac suggesting a HDAC-activity-dependent suppression of repressive CRMs (Figure 4F, Figure 4—figure supplement 3D). Third, germ-layer-specific pan-H3Kac profiles are disrupted indicating the importance of Hdac1 in defining spatial patterns of histone acetylation (Figure 4G, Figure 4—figure supplement 3I). Based on these results, we propose a dual function model for Hdac1. On the one hand, Hdac1 prevents histone acetylation at inactive CRMs, thereby preserving H3K27 as unacetylated (Figure 5G). Interestingly, H3K27me3 is not always imposed on inactive CRMs. For instance, active CRMs (Cluster III, only H3K27ac) are spatially modified with pan-H3Kac (Figure 4D) but are not subjected to H3K27me3 (Figure 4D, Figure 4—figure supplement 3I). This suggests that HDAC-mediated histone deacetylation and Polycomb-mediated histone methylation are not coupled at inactive CRMs. On the other hand, Hdac1 participates in dynamic histone acetylation–deacetylation cycles at active CRMs (Figure 5H). Although we did not directly test the co-binding of HATs and HDACs, CRMs may be simultaneously bound since (1) the binding profiles of Ep300 and Hdac1 mostly overlap (Figure 3—figure supplement 1A), and (2) pan-H3Kac signals increase at all Hdac1 peaks including active CRMs, upon HDAC inhibition (Figure 4E, Figure 4—figure supplement 3A). Presumably, active CRMs are maintained in a state of dynamic equilibrium. This model is in accordance with a previous study demonstrating that HATs and HDACs simultaneously participate in histone acetylation cycles, which initiate and reset chromatin between rounds of transcription (Wang et al., 2009).

### Hdac1 safeguards misactivation of genes both in time and space

We attempted to correlate the activity of CRMs with the transcriptional activity of potential target genes. Genes associated with repressive CRMs (H3K27me3 only) are mainly inactive until neurula (Figure 5C). More than 85% of these genes are prematurely activated upon HDAC inhibition (Figure 5D), suggesting that Hdac1 maintains the state of histone hypoacetylation on repressive CRMs, thereby preventing premature expression of genes (Figure 5—figure supplement 1H). Moreover, genes associated with heterogeneous (both H3K27ac and H3K27me3) and active (H3K27ac only) CRMs are misactivated in different germ layers when HDAC activity is blocked (Figure 5F, Figure 5—figure supplement 1F). This indicates that Hdac1 safeguards differential histone acetylation states in each germ layer (Figure 4G, Figure 4—figure supplement 3I), restricting proper spatial transcription (Figure 5—figure supplement 1I, J). We did not directly address whether hypoacetylated heterogeneous CRMs are subjected to H3K27me3. However, a previous study showed that H3K27me3 is spatially deposited at late gastrula (Akkers et al., 2009). We predict that heterogenous CRMs are differentially marked by opposing H3K27me3 or acetylation in different germ layers. In summary, Hdac1 preserves the histone hypoacetylation state of inactive CRMs resulting in gene suppression both in time and space, thus supporting the transcriptional corepressor role for Hdac1.

### Cyclical histone acetylation sustains germ-layer gene transcription

Our study reveals an unexpected role for Hdac1 in sustaining active gene expression during germ-layer formation. Within both ectoderm and endoderm, the expression of HDAC inhibitor down-regulated genes associated with either active (H3K27ac only) or heterogeneous (H3K27ac and H3K27me3) CRMs are enriched in their respective germ layers (Figure 5F, Figure 5—figure supplement 1F). This suggests a paradoxical activator role for Hdac1, which is also reported in previous studies (Vidal and Gaber, 1991; Zupkovitz et al., 2006; Baltus et al., 2009; Hughes et al., 2014; Rao and LaBonne, 2018). We speculate that utilization of HDAC activities at active genomic loci is a general mechanism, as seen in examples of *Xenopus* ectoderm and endoderm lineages, which deploy distinct gene regulatory networks. Based on our findings, we propose that a dynamic equilibrium between acetylation and deacetylation is essential to sustain gene transcription. The function of HDACs on active genomic regions has been elucidated in several contexts. In yeast, cotranscriptional methylation (H3K36me3 and H3K4me2) recruits HDAC containing complexes (Rpd3S and Set3C) to suppress intragenic transcription and delay induction of genes that overlap non-coding RNAs (Carrozza et al., 2005; Keogh et al., 2005; Li et al., 2007; Kim and Buratowski, 2009; Kim et al., 2012; Heo et al., 2021). Genetic deletion of Set3C affects transcript levels only in altered growth conditions (Lenstra et al., 2011), consistent with the notion that cyclical histone acetylation acts as a mechanism to regulate dynamics and fidelity of transcription. In metazoans HDAC1 can be targeted by Ep300 to transcribing genes through a direct interaction (Simone et al., 2004). Simultaneous binding of both HATs and HDACs at active genomic regions is shown in T cells (Wang et al., 2009). Inhibition of both DNA methyltransferases and HDACs induces cryptic transcription in lung cancer cells (Brocks et al., 2017). Down-regulated genes upon HDAC inhibition exhibit high levels of cryptic transcripts during mouse cardiogenesis (Milstone et al., 2020). These findings suggest a role for HDAC activity in transcriptional fidelity.

Why does excessive histone acetylation due to HDAC inhibition lead to reduced transcription instead of elevated transcription? We observed that active (H3K27ac only) and heterogeneous (both H3K27ac and H3K27me3) CRMs are excessively acetylated (Figure 4E, Figure 4—figure supplement 3A) following HDAC inhibition, which results in the reduced expression of these CRM-associated genes within their respective germ layers (Figure 5F, Figure 5—figure supplement 1F). This leads us to speculate that excessive histone acetylation interferes the activity of the transcriptional machinery. A recent study shows that excessive histone acetylation on chromatin induced by inhibition of HDAC1, 2, and 3 leads to increased aberrant contacts and reduced native contacts between super-enhancer loops (Gryder et al., 2019). This suggests that the excessive histone acetylation impairs active transcription by altering chromatin interactions. Alternatively, excessive histone acetylation can alter the binding of acetyl-histone readers. H4 polyacetylation induced by HDAC inhibition is shown to be preferentially bound by BRD proteins (such as BRD4), thereby sequestering these factors away from active genes (Slaughter et al., 2021). Therefore, HDACs safeguard the function of normal acetyl-histone readers. Further investigation of cyclical histone acetylation regulating developmental programs is needed in the context of germ-layer specification.

## Materials and methods

### Animal model and subject details

*Xenopus tropicalis* embryos were obtained by in vitro fertilization according to Ogino et al., 2006 and staged according to Nieuwkoop and Faber, 1994. All embryos were cultured in 1/9× Marc’s modified Ringers (MMR) at 25°C. For HDAC inhibition, 4-cell stage embryos were immersed in 1/9× MMR containing (1) 100 nM TSA (Esmaeili et al., 2020) or DMSO; or (2) 10 mM VPA (Rao and LaBonne, 2018) or H_2_O. For α-amanitin injection, each 1-cell stage embryo was injected with 6 pg of α-amanitin (Hontelez et al., 2015). For morpholino injection, 10 ng of morpholino (*Foxh1* MO: 5′-TCATCCTGAGGCTCCGCCCTCTCTA-3′, Chiu et al., 2014; *Sox3* MO: 5′-GTCTGTGTCCAACATGCTATACATC-3′, Gentsch et al., 2019) was injected into 1-cell staged embryos. For spatial analyses, embryos were dissected at the late blastula stage (6 hpf), and explants were cultured to the early gastrula (7 hpf). Animals were raised and maintained following the University of California, Irvine Institutional Animal Care Use Committee (IACUC). Animals used were raised in the laboratory and/or purchased from the National *Xenopus* Resource (RRID: SCR_013731).

### Western blotting

Embryos were homogenized in 1× RIPA (50 mM Tris–HCl pH7.6, 1% NP40, 0.25% Na-deoxy-cholate, 150 mM NaCl, 1 mM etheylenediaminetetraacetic acid [EDTA]), 0.1% sodium dodecyl sulfate [SDS], 0.5 mM dithiothreitol (DTT) with protease inhibitors (Roche cOmplete) and centrifuged twice at 14,000 rpm. The supernatant was then subjected to western blotting using anti-HDAC1 (Cell Signaling, 34589S), anti-HDAC2 (Genetex, GTX109642), and anti-Tubulin (Sigma, T5168). For histone modifications, acid-extracted histone lysate was prepared accordingly (Shechter et al., 2007) and subjected to western blotting using anti-H3K9ac (Cell Signaling, 9649), H3K14ac (Cell Signaling, 7627), H3K18ac (Cell Signaling, 13998), H3K27ac (Cell Signaling, 8173), H3K56ac (Cell Signaling, 4243), and H4K20ac (Active Motif, 61531).

### ChIP and ChIP-seq analysis

ChIP protocol was performed as described (Chiu et al., 2014). Antibodies used for ChIP were anti-HDAC1 (Cell Signaling, 34589S, 1:100), anti-HDAC2 (Cell Signaling, 57156S, 1:100), anti-H3K18ac (Cell Signaling, 13998, 1:100), and anti-Sox3 (Zhang et al., 2003). ChIP-seq libraries were constructed using the NEBNext Ultra II DNA Kit (NEB, E7645).

For sequential ChIP, the first round of ChIP was performed as described and eluted in 1× Tris-EDTA (TE containing 1% SDS at 37°C for 30 min). The eluate was diluted ten-fold with 1× RIPA (without SDS) and subjected to the second round of ChIP as described (Desvoyes et al., 2018). Real-time quantitative PCR (RT-qPCR) was performed using Power SYBR Green PCR master mix (Roche) to quantify the DNA recovery compared to ChIP input DNA at one embryo equivalency (percent input). The error among technical replicates was calculated using the rule of error propagation. ChIP qPCR primer sequence information is provided in Supplementary file 3.

For dissected pan-H3Kac ChIP, spike-in chromatin (Active Motif, 53083) was added to the chromatin of dissected tissues at a ratio of 1:35. Mixed chromatin was then subjected to ChIP with 5 µg anti-panH3Kac (Active Motif, 39139) and 1 µg of anti-H2Av (Active Motif, 61686) and followed as described.

All experiments were performed in two independent biological replicates unless noted. Sequencing was performed using the Illumina NovaSeq 6000 and 100 bp single-end reads or 100 bp paired-end reads were obtained.

All sequencing data were aligned to *Xenopus tropicalis* v10.0 genome (http://www.xenbase.org/, RRID:SCR_003280) using Bowtie2 v2.4.4 (Langmead and Salzberg, 2012). PCR duplicates were removed using Samtools v1.10 (Li et al., 2009). ChIP-seq signals were visualized using IGV v2.11.3 (Robinson et al., 2011) after concatenating two biological replicates when available. IDR analysis (Li et al., 2011) was used to identify high-confidence peaks called by Macs2 v2.7.1 (Zhang et al., 2008) against the stage-matched input (Charney et al., 2017) between two biological replicates according to ENCODE3 ChIP-seq pipelines (IDR threshold of 0.05) (https://docs.google.com/document/d/1lG_Rd7fnYgRpSIqrIfuVlAz2dW1VaSQThzk836Db99c/edit). Differential ChIP peak analysis was performed using Homer v4.11 (Heinz et al., 2010).

For dissected pan-H3Kac ChIP, all second replicates were downsampled to 25% to compare equivalent sequencing depth. *Drosophila* H2Av peaks are generated from published S2 cell samples (Tettey et al., 2019). Normalization factors were then calculated based on reads that mapped to *Drosophila* H2Av peaks for each ChIP-seq sample (Egan et al., 2016). Detailed normalization factors used are listed Supplementary file 4.

### RNA-seq and analysis

Total RNA from dissected tissues was extracted using Trizol as described (Amin et al., 2014). mRNA was then isolated using NEBNext PolyA mRNA Magnetic Isolation Module (NEB E7490S). Sequencing libraries were prepared using NEBNext Ultra II RNA library prep kit (NEB E7770S) and sequenced by the Illumina NovaSeq 6000 with 100 bp paired-end reads. All experiments were performed in two independent biological replicates.

All sequencing samples were aligned using STAR v2.7.3a (Dobin et al., 2013) to *Xenopus tropicalis* genome v10.0 (http://www.xenbase.org/, RRID:SCR_003280) to obtain raw read counts. RSEM v1.3.3 (Li and Dewey, 2011) was used to calculate expression values in transcripts per million (TPM) which are used to construct heatmaps depicting gene expression levels. Differentially expressed genes were identified using edgeR v3.36.0 (Robinson et al., 2010) with the following parameters: greater than twofold change and less than 0.05 false discovery rate (also known as the adjusted p-value), in R v4.1.2 (R Development Core Team, 2021). Metascape (Zhou et al., 2019) was used to perform gene ontology enrichment analyses with default parameters (min overlap = 3, p-value cutoff = 0.01, and min enrichment = 1.5).

### Additional bioinformatics and statistical analyses

Samtools v1.10 (Li et al., 2009) was used to convert between SAM and BAM files. DeepTools v3.5.0 (Ramirez et al., 2014) was used to generate: (1) ChIP-seq signal track (bigwig files) normalized by reads per genomic content (-RPGC) at the bin size of 1 bp; (2) heatmaps around peak summits normalized by Bins Per Million mapped reads (-BPM) at the bin size of 50 bps; (3) signal profile along the gene bodies normalized by -BPM at the bin size of 50 bps; (4) Pearson correlation between ChIP-seq samples at peaks. Homer v4.10 (Heinz et al., 2010) was used to annotate genomic features of ChIP peaks. Bedtools v2.29.2 (Quinlan and Hall, 2010) was used to determine peak overlaps among ChIP-seq peaks and obtain counts of reads at ChIP-seq peaks. CentriMo (Bailey and Machanick, 2012) was used to perform local motif enrichment analysis. Welch Two-sample *t*-test in R v4.1.2 was used to determine the statistical significance between groups. Cohen’s *d* (effect size) was calculated using lsr v0.5.2 package in R v4.1.2 (R Development Core Team, 2021). Time-course gene expression was obtained from ribosomal RNA-depleted RNA-seq data (Owens et al., 2016). The expression in TPM was calculated as outlined above. Spatial gene expression at early gastrula was obtained from RNA-seq of five dissected tissues (Blitz et al., 2017) consisting of the animal cap (ectoderm), the dorsal marginal zone (dorsal mesoderm), the lateral marginal zone (lateral mesoderm), the ventral marginal zone (ventral mesoderm), and the vegetal mass (endoderm). The expression in TPM was obtained as outlined above. Fisher’s exact test (alternative = "greater") in R v4.1.2 (R Development Core Team, 2021) was used to determine the significance of the proportional enrichment between groups. p-Values from Fisher’s exact test are summarized in Supplementary file 5.

### Categorical analyses

Spatial categorization of CRMs is defined as below: AC CRMs represent CRMs whose pan-H3Kac signals in AC is twofold higher than in VG; VG CRMs represent CRMs whose pan-H3Kac signals in VG is twofold higher than in AC; ubiquitous CRMs represent the remaining CRMs whose pan-H3Kac signals do not exceed twofold enrichment in either of the two examined germ layers. For temporal gene expression analysis, (strictly) zygotic genes are determined by removing (1) genes whose expression levels are greater than 1 TPM during the first 2 hr post-fertilization and (2) genes whose expression levels are less than 1 TPM from 0 to 23 hpf. Spatial categorization of genes at early gastrula stage: the average TPM between three dissected mesoderm tissues (dorsal, marginal, and lateral marginal zones) was used to represent the expression of mesoderm. Genes with the expression in any dissected tissue less than 1 TPM were considered not expressed. Genes with the coefficient of variance of TPM less than 0.1 (10%) were considered evenly expressed. The remaining genes with localized expression were assigned to a germ layer based on the maximum TPM.

## Data Availability

Raw and processed RNA-seq and ChIP-seq datasets generated from this study are available at NCBI Gene Expression Omnibus using the accession GSE198378. Publicly available datasets used in this study are available at NCBI Gene Expression Omnibus using the accession GSE56000 (Gupta et al., 2014; H3K27ac ChIP-seq), GSE67974 (Hontelez et al., 2015; Ep300, H3K9ac, H3K4me1, H3K4me3, H3K36me3, H3K9me2, H3K9me3, H3K27me3, H4K20me3 ChIP-seq, and st12 RNA Pol2 ChIP-seq), GSE65785 (Owens et al., 2016; temporal profiling of RNA-seq), GSE85273 (Charney et al., 2017; st9 Foxh1 ChIP-seq, st7, 8, 9, and 10.5 RNA Pol2 ChIP-seq), GSE81458 (Blitz et al., 2017; st10.5 dissected germ-layer RNA-seq), and GSE129236 (Tettey et al., 2019; H2Av ChIP-seq in S2 cells). Relevant bioinformatic analysis scripts are accessible at https://github.com/jiajinglz/bioRxiv_05052022_Hdac_dual_roles (copy archived at Zhou, 2023). The following dataset was generated: ZhouJJ 2022Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesisNCBI Gene Expression OmnibusGSE19837810.7554/eLife.79380PMC1007929136971347 The following previously published datasets were used: GuptaR BakerJC 2014Enhancer chromatin signatures predict Smad2/3 binding in *Xenopus*NCBI Gene Expression OmnibusGSE56000 HontelezS VeenstraGC 2015Embryonic transcription is controlled by maternally defined chromatin stateNCBI Gene Expression OmnibusGSE6797410.1038/ncomms10148PMC470383726679111 OwensND BlitzIL LaneMA PatrushevI OvertonJD GilchristMJ ChoKW KhokhaMK 2016Measuring Absolute RNA Copy Numbers at High Temporal Resolution Reveals Transcriptome Kinetics in DevelopmentNCBI Gene Expression OmnibusGSE6578510.1016/j.celrep.2015.12.050PMC473187926774488 CharneyRM ChoKW 2017Foxh1 marks the embryonic genome prior to the activation of the mesendoderm gene regulatory programNCBI Gene Expression OmnibusGSE85273 BlitzIL ParaisoKD 2017Regional expression of *X. tropicalis* transcription factors in early gastrula embryosNCBI Gene Expression OmnibusGSE8145810.1016/j.ydbio.2016.07.002PMC559631627475627 TetteyTT GaoX ShaoW LiH StoryBA ChitsazanAD GlaserRL GoodeZH SeidelCW ConawayRC ZeitlingerJ BlanchetteM ConawayJW 2019Expression profiling by high throughput sequencing Genome binding/occupancy profiling by high throughput sequencingNCBI Gene Expression OmnibusGSE129236

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Figure 1—source data 1.

## Unprocessed Western Blots: Western Blots in Figure 1A:

Hdac1:

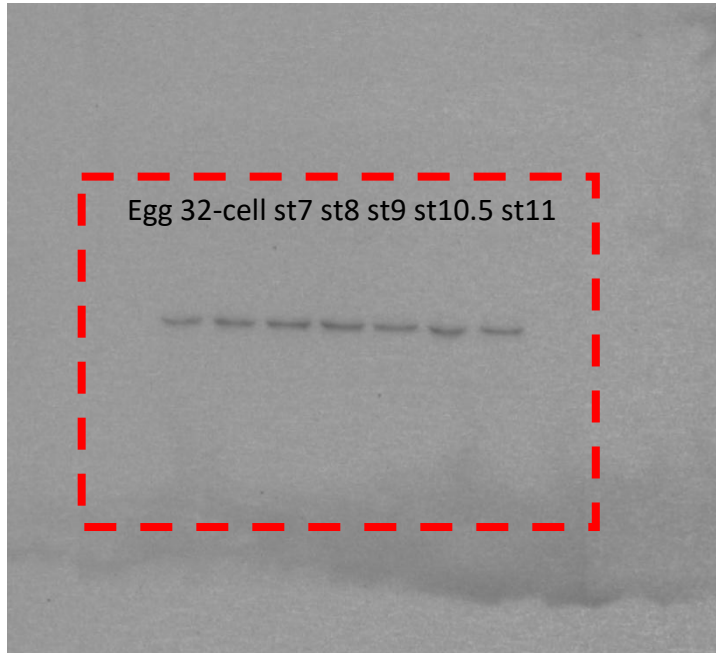

This is not developed on film, but by ChemiDoc MP Imaging system.

Hdac2

$\alpha$ -Tubulin

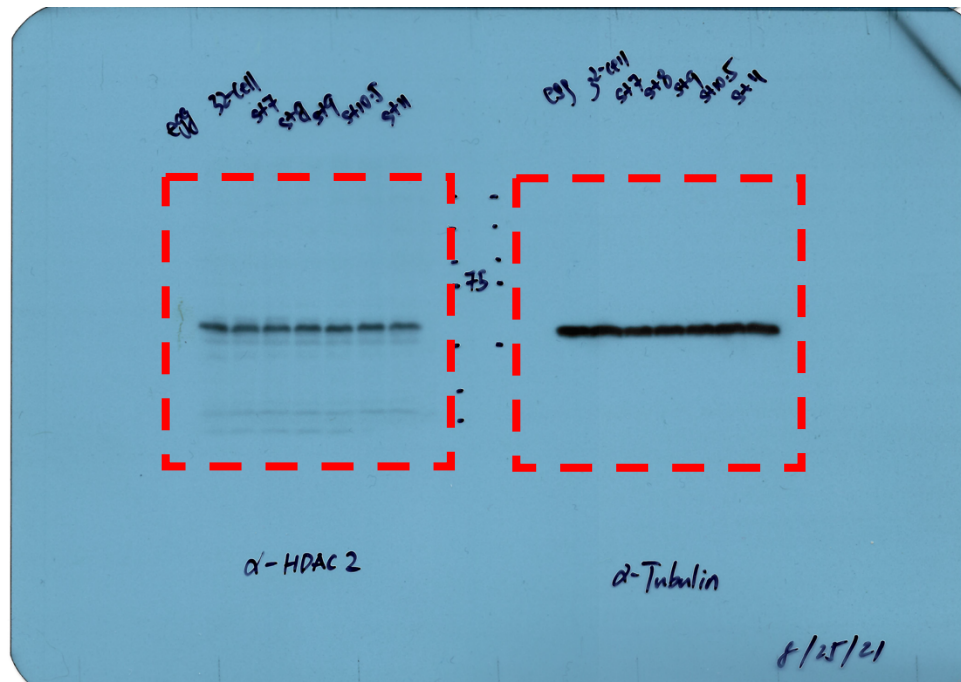

Figure 1. Hdac1 binds to genome gradually during early *Xenopus* development  
(A) Western blot analyses showing Hdac1 and Hdac2 proteins over a time course of early development.  $\alpha$ -tubulin is used as a loading control.

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Figure 4—source data 1.

Western Blots in Figure 4B:

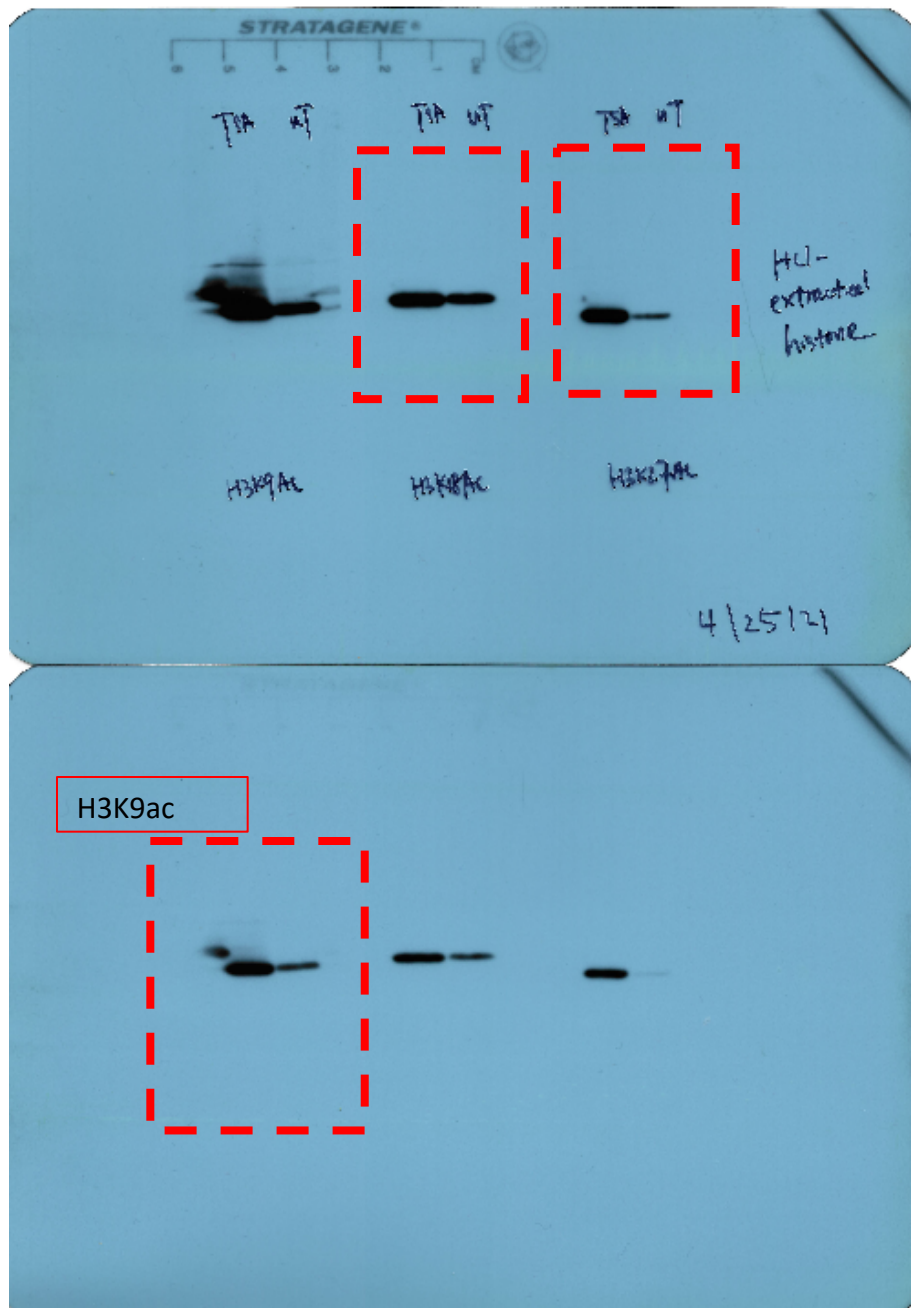

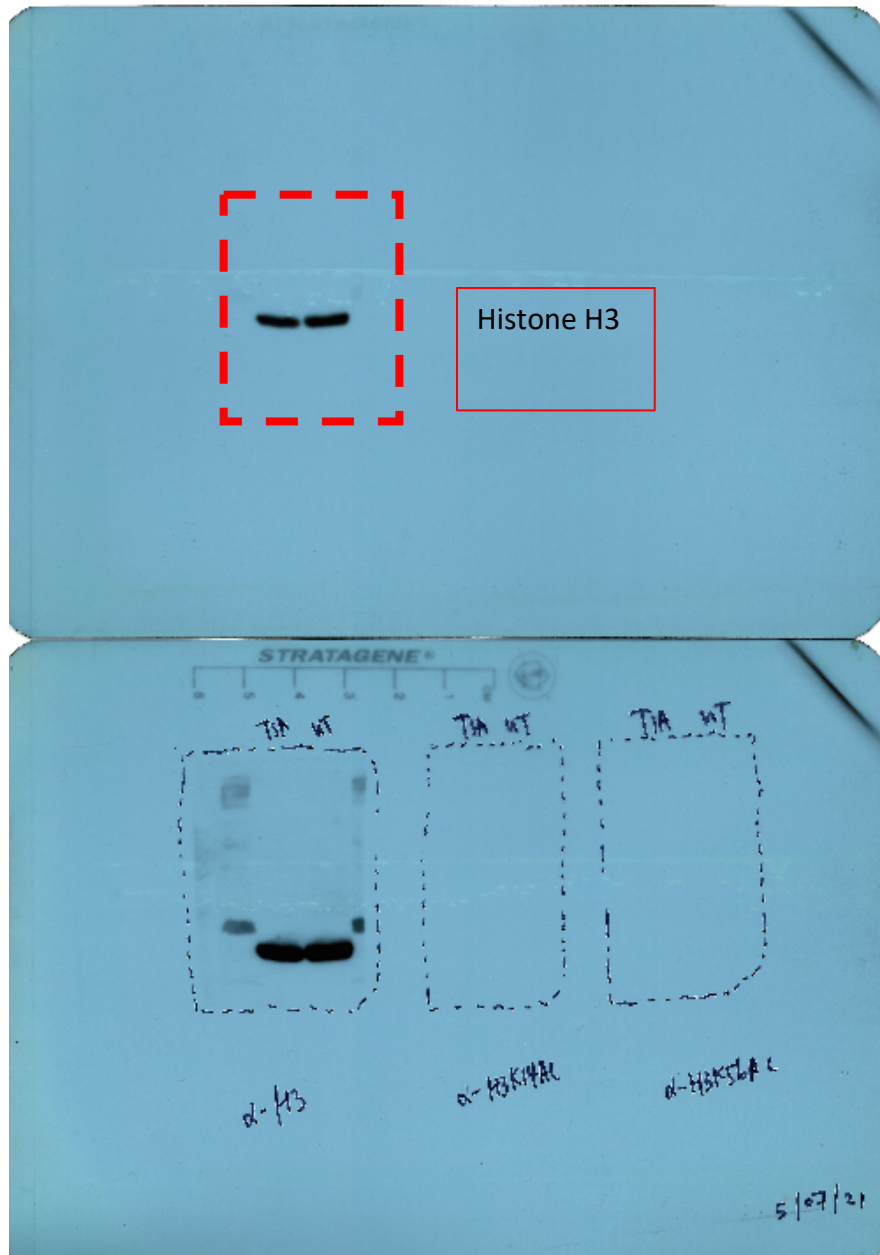

Figure 4: Hdac1 maintains differential H3 acetylomes between germ layers. (B) Western blot analyses showing various histone acetylation modifications affected by HDAC inhibition. anti-H3 is used as a loading control.

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Figure 4—figure supplement 1—source data 1.

## Western Blots in Figure 4-figure supplement 1B

This is not developed on film, but by ChemiDoc MP Imaging system.

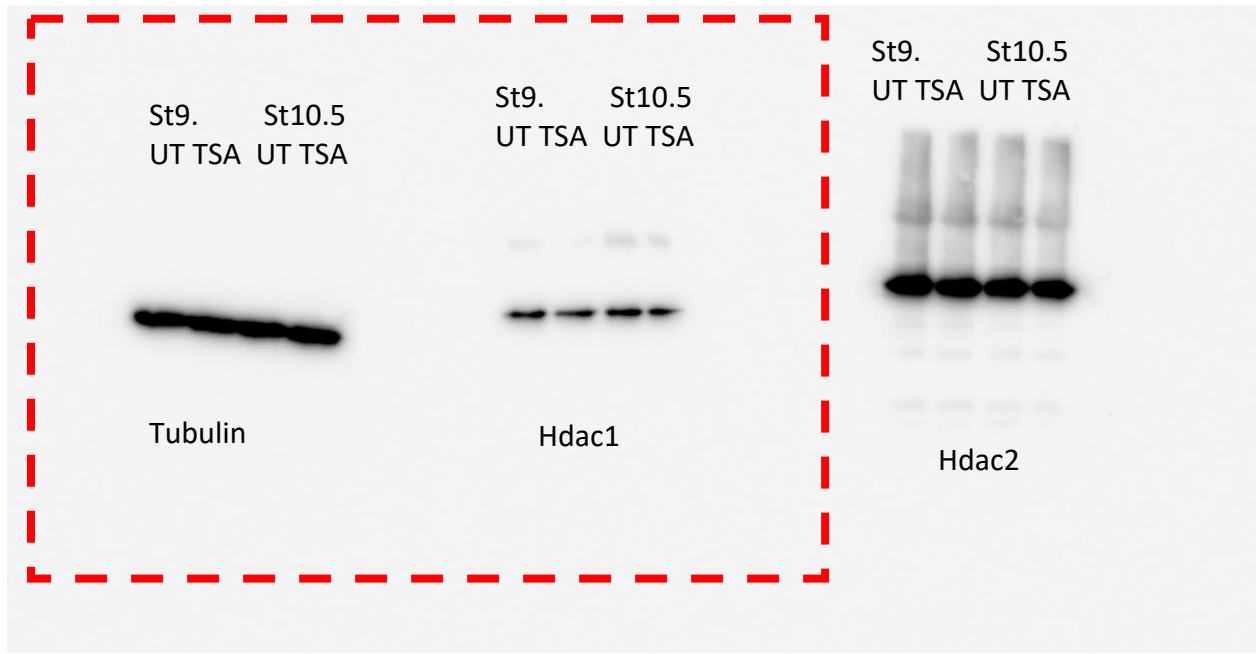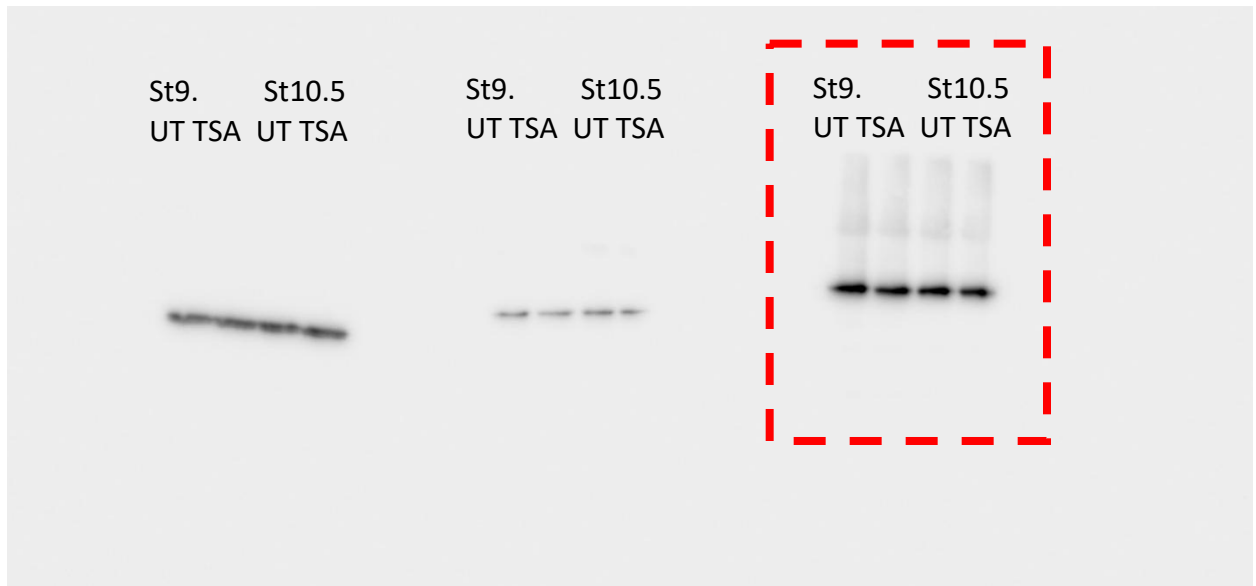

Figure 4-figure supplement 1. TSA mediated HDAC inhibition does not alter Hdac1 genomic occupancy. Western blot analyses showing protein levels of Hdac1 and Hdac2 upon TSA treatment in st9 and st10.5 embryos. b-Tubulin is used as a loading control.

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Supplementary file 1.

**Supplementary File 1**

Top motifs detected in HDAC1 peaks at stage 8, 9 and 10 embryos.

**Top 50 motifs detected in st8 Hdac1 peaks (500 bps) ranked by FDR**

**Top 50 motifs detected in st9 Hdac1 peaks (500 bps) ranked by FDR**

**Top 50 motifs detected in st10.5 Hdac1 peaks (500 bps) ranked by FDR**

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Supplementary file 2.

**Supplementary File 2**

References for known germ-layer functioning genes in Figure 5-figure supplement 1E.

| Gene type | Gene symbol | Gene function (Germ layer specification) | PubMed reference |
| --- | --- | --- | --- |
| Up in AC | *adrb2* | Axis posteriorization via mesoderm | PMID: 23452088 |
| Up in AC | *foxc1* | Modulate meso/endodermal genes | PMID: 17705306 |
| Up in AC | *hhex* | Organizer suppression and anterior specification | PMID: 10804173 |
| Up in AC | *osr1* | Limit endoderm differentiation from mesendoderm | PMID: 18787069 |
| Up in AC | *snai1* | Embryonic mesoderm and neural crest formation | PMID: 21715424 |
| Up in AC | *vegfa* | Pattern dorsal aorta/ vasculature | PMID: 9729498 |
| Down in AC | *bambi* | TGFb inhibitor, blocks mesoderm in ectoderm | PMID: 10519551 |
| Down in AC | *dlx5* | Define the lateral boundary between the neural plate and epidermis | PMID: 11599044 |
| Down in AC | *foxi4.2* | Ventral ectoderm specification | PMID: 16079156 |
| Down in AC | *hes4* | Neural crest formation | PMID: 17436284 |
| Down in AC | *irx2* | Control the differentiation of neural plate | PMID: 9427752 |
| Down in AC | *tfap2a* | Neural crest development in ectoderm | PMID: 17724731 |
| Up in VG | *cdx2* | Organizer-specific, posterior axis | PMID: 1677215 |
| Up in VG | *esr5* | Mesoderm area restriction | PMID: 21425079 |
| Up in VG | *jun* | Regulate neurogenesis by inducing FoxD5b | PMID: 24623078 |
| Up in VG | *numbl* | Primary neurogenesis | PMID: 24125469 |
| Down in VG | *foxa2* | Limit extend of mesoderm in endoderm | PMID: 14697355 |
| Down in VG | *gata5* | Maintenance of endodermal gene expression | PMID: 15659482 |
| Down in VG | *pnhd* | Activate a subset of mesodermal genes | PMID: 32859582 |
| Down in VG | *osr1* | Limit endoderm differentiation from mesendoderm | PMID: 18787069 |

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Supplementary file 3.

**Supplementary File 3**

ChIP-qPCR Primer Sequences

| Primer targets | Forward Sequence | Reverse Sequence |
| --- | --- | --- |
| *alkbh2* intron | GTCAGCATGGTGGATGTAGT | GTCTGATCAGTGTCTCCGATT |
| *bmp4* intron | TGCTAATAAGCGTGCCTTTG | AAGGAGGACCAGCCTATTCA |
| *erfl* intron | ATTAGCACTGGGACGGCTCT | GCTGTCCCAGTGCTGATTATAG |
| *fgf5* 5’-up | TTAGCATGCAGAGAAGAGGC | TATTACATTCTCGCACGGCT |
| *foxa4* intron | ATCAGCACTTTTGTGTCCTT | ACTGTTTGGGGTTGGAATG |
| *foxi4.2* pro | AGGGTAACGGTGCGCACACA | GCAGTGCCAGACAGGGGAAG |
| *gdnf* 5’-up | GCACAGGATATGGGCCATTG | CAGGGCAGCCACTGGTGTAT |
| *hhex* promoter | CCGTACGGAGAGGTGACATG | TGACAGAGCAGGAAGTGGCT |
| *hoxb3* intron | GTAGATCTGTCAGGGAGAAA | GCCATTGATTGAGATCCGTA |
| *hspa4 3’UTR* | AGCATTGAAGATGGTCATTCG | TTGATAGGTACCGTTCGCCAT |
| *insm2* exon | AGTGTCCCGTTGAGTTTGCT | CTGGGAGATGGTGCTGATCG |
| *klf11* exon | TCCCATTTCTGTTCCTGTGT | GGAGAATAGGCTTTACTGTATTA |
| *miR428a* | TCTAGTTCGGTTGCTGAGTG | CTCTGGTTTGGCCAATCAGG |
| *not* 5’-up | TCAGGGTGCCTCTCCCATAC | CAAGGCAGATGTTAATGGCCC |
| *set* 3’-down | TGCAGCCCTGTTGTATAAAG | CAGATTATGATTGGCTGCCG |
| *snai1* intron | CGCACCATTAGCAATTCATGA | GGAAGGGCAATCTAAACAAG |
| *sox17b.2* 5’-up | AGCACCTAGGATAGTGTCAG | TTGAGAGGCTGTTATAGGCA |
| *sp8* 3’-down | ATGTGCTAAGTGGGGCTCAT | GGACACTCAGTGGTCACTGT |
| *tbxt.2* intron | ATTGGATTGGAACACTGGGA | AAGGTCTATTGACTCTGTTTCTC |

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Supplementary file 4.

**Supplementary File 4**

| Sample | Reads to frog | Ratio | Reads to H2A.V peaks | Ratio | Merged Reps Ratio |
| --- | --- | --- | --- | --- | --- |
| AC_DMSO_1 | 43417738 | *1.17* | 647615 | *4.20* | *3.86* |
| AC_DMSO_2 | 47280904 | *1.27* | 581133 | *3.54* |  |
| AC_TSA_1 | 127763576 | *3.43* | 242780 | *1.48* | *1.34* |
| AC_TSA_2 | 86344294 | *2.32* | 186614 | *1.14* |  |
| VG_DMSO_1 | 41215108 | *1.11* | 691340 | *4.21* | *3.95* |
| VG_DMSO_2 | 37237950 | *1.00* | 601379 | *3.66* |  |
| VG_TSA_1 | 124387262 | *3.34* | 202869 | *1.23* | *1.13* |
| VG_TSA_2 | 101907192 | *2.74* | 164375 | *1.00* |  |

: Normalization Factors of ChIP spike-in strategy. 

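Supplementary file 4 lists, for each pan-H3Kac sample of AC and VG, the reads aligned to the frog genome and the reads of the spike-in chromatin, which carries the histone variant H2Av and was precipitated with its own antibody. A sample with more frog reads for each H2Av read holds more acetylated chromatin for the same amount of spike-in. From the read numbers the paper reports there, AC explants had 67.0 and 81.4 frog reads per H2Av read with DMSO and 526 and 463 with TSA. VG explants had 59.6 and 61.9 with DMSO and 613 and 620 with TSA. The mean ratio was 6.66 times higher with TSA than with DMSO in AC and 10.1 times higher in VG. The Methods state that all second replicates were downsampled to 25% and then describe factors from H2Av reads, which reads as if both kinds of reads were cut, while the note to Supplementary file 4 names only the frog reads. If the H2Av reads were not cut, the values of the second replicates are 4 times too low, with and without TSA alike. The replicates would then lie about 4 times apart in each group, while their listed values are close in each. This argues against uncut H2Av reads but does not settle the point. No test was made with 2 samples per group.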

Table listing all spike-in normalization factors. Reads mapped to *Xenopus tropicalis* (frog) for all second replicate samples are already **downsampled to 25%**. The lowest number of reads in each mapping is set to the baseline of 1. The ratios for reads mapped to H2Av peaks are used for all later calculations. The ratios for reads between replicate-merged samples are calculated as: $Merged bam rep ratio= Ratio\left( H2A.V_{rep1} \right)\times\frac{\mathrm{Ratio}\left( \mathrm{frog}_{rep1} \right)}{\mathrm{Ratio}\left( \mathrm{frog}_{rep1} \right)+Ratio\left( \mathrm{frog}_{rep2} \right)}\mathbf{+}\mathrm{Ratio}\left( H2A.V_{rep2} \right)\times\frac{\mathrm{Ratio}\left( \mathrm{frog}_{rep2} \right)}{\mathrm{Ratio}\left( \mathrm{frog}_{rep1} \right)+Ratio\left( \mathrm{frog}_{rep2} \right)}$ .

# Supplementary material for: Histone deacetylase 1 maintains lineage integrity through histone acetylome refinement during early embryogenesis
**Source:** eLife. 2023 Mar 27;12:e79380. doi: 10.7554/eLife.79380
**Supplement:** Supplementary file 5.

**Supplementary File 5**

p-Values from Fisher’s exact test for proportions of TSA/VPA co-regulated genes in different spatial categories.

Class 1 Genes: Figure 5F

| Gene *type* | Num. of genes in *type* | Num. of ref (All) genes | *p*-value |
| --- | --- | --- | --- |
| Up in AC: AC enriched | 9 | 3036 | 0.64 |
| Up in AC: MZ enriched | 7 | 965 | 0.035 |
| Up in AC: VG enriched | 43 | 6170 | **6.1e-8** |
| Down in AC: AC enriched | 34 | 3036 | **<2.2e-16** |
| Down in AC: MZ enriched | 14 | 965 | **1.9e-8** |
| Down in AC: VG enriched | 12 | 6170 | 0.72 |
| Up in VG: AC enriched | 8 | 3036 | 5.3e-3 |
| Up in VG: MZ enriched | 3 | 965 | 0.06 |
| Up in VG: VG enriched | 4 | 6170 | 0.86 |
| Down in VG: AC enriched | 10 | 3036 | 0.066 |
| Down in VG: MZ enriched | 10 | 965 | **1.6e-5** |
| Down in VG: VG enriched | 31 | 6170 | **3.1e-8** |

Class 3 Genes: Figure 5: figure supplementary 5F

| Gene *type* | Num. of genes in *type* | Num. of ref (All) genes | *p*-value |
| --- | --- | --- | --- |
| Up in AC: AC enriched | 17 | 3036 | 2.4e-3 |
| Up in AC: MZ enriched | 10 | 965 | **2.6e-4** |
| Up in AC: VG enriched | 35 | 6170 | **2.2e-6** |
| Down in AC: AC enriched | 51 | 3036 | **<2.2e-16** |
| Down in AC: MZ enriched | 7 | 965 | 9.8e-3 |
| Down in AC: VG enriched | 5 | 6170 | 1.0 |
| Up in VG: AC enriched | 2 | 3036 | 0.37 |
| Up in VG: MZ enriched | 3 | 965 | 6.6e-3 |
| Up in VG: VG enriched | 3 | 6170 | 0.49 |
| Down in VG: AC enriched | 16 | 3036 | **2.1e-7** |
| Down in VG: MZ enriched | 8 | 965 | **2.1e-5** |
| Down in VG: VG enriched | 9 | 6170 | 0.36 |

Class 1 Genes: Figure 5F: Gene type explanation: Up in AC: AC enriched = The expression of genes is normally enriched in ectodermal cells, and these genes are found to be upregulated in animal cap tissues upon HDACi (TSA and VPA)

Class 3 Genes: Figure 5-figure supplement 5F. Gene type explanation: Up in AC: AC enriched = The expression of genes is normally enriched in ectodermal cells, and these genes are found to be upregulated in animal cap tissues upon HDACi (TSA and VPA)

How the deposited data were processed for this re-analysis (not part of the article)

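The processed files of 13 ChIP-seq peak lists and of the RNA-seq libraries of the study were analysed. The peak lists come from *X. tropicalis* embryos at st8, st9 and st10.5 (Hdac1, 2 replicates per stage), at st9 and st10.5 (Hdac2, 1 library per stage; Hdac1 with DMSO or TSA, 1 library per treatment and stage), at st9 (Sox3, 2 replicates) and from whole embryos, AC explants and VG explants at st10.5 (pan-H3Kac, 2 replicates each, explants treated with DMSO). The RNA-seq data are 16 libraries of AC and VG explants at st10.5, treated with 100 nM TSA or DMSO in one experiment and with 10 mM VPA or water in another, with 2 replicates per group. Each sample was assigned to its condition from its label, and no sample was left without a condition.

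The authors aligned ChIP-seq reads to the *X. tropicalis* v10.0 genome with Bowtie2, removed duplicates with Samtools and called peaks with Macs2. The fold enrichment of a peak over input was computed by the authors with Macs2 at the summit. The −log10 q of a peak was also written by the authors' run of Macs2. The Sox3 list holds a combined score of the replicates, which the authors made with the IDR tool and which has no fixed unit, so no stricter −log10 q could be applied to it. Peaks of Hdac1 in untreated embryos and of Sox3 passed an IDR of 0.05 between replicates. Peaks of pan-H3Kac were those present in both replicates, with the second replicates of explants downsampled to 25% by the authors. The peak lists of Hdac2 and of DMSO- and TSA-treated embryos come from single libraries. None of the lists holds reads, so the depth is unknown, and intervals on shares of peaks cover counting error only.

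The RNA-seq expected counts per gene were estimated by the authors with RSEM after alignment with STAR and are not normalized. The TPM values were computed by the authors with RSEM. The files hold 28850 genes, of which 26531 have a symbol in the RefSeq annotation of the same assembly. That annotation was at hand only as the span of each gene without strand and exons, and no genome sequence was at hand. Promoter, exon, intron and termination site classes and motifs were therefore not analysed here. The libraries hold between 16892279 and 54350322 counts, and 463 ribosomal RNA genes took from 0.730% to 39.4% of them.

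Peaks were compared with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Peaks that shared at least 1 bp were counted as overlapping, and Wilson 95% confidence intervals were computed for shares. Chance levels are medians over 100 seeded shuffles (20 for gene spans) within chromosomes. Lists were merged into regions that overlap. Positions relative to genes were taken from the summit. Bound genes are the nearest gene within 10 kb of a summit of an Hdac1 peak at st9 or st10.5. Alternatives were an overlap of at least 50% of the smaller peak, the summit of one peak inside the other, the peaks above the median fold of each list, a −log10 q of at least 10, the midpoint in place of the summit, and distances of 5 kb and 50 kb for bound genes.

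Gene expression was analysed with R 4.3.3 and edgeR 4.0.16. Rounded expected counts were normalized by TMM, filtered by filterByExpr and fitted by the quasi-likelihood method with a mean for each of the 4 groups of an experiment and no block. A call needs a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. The difference of an inhibitor's effect between AC and VG was tested as an interaction contrast with an adjusted p under 0.05. Alternatives were the Wald test of DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, RLE and upper quartile normalization, no filter or at least 10 counts in every library, all 16 or only 4 libraries in a fit, an adjusted p under 0.05 alone or under 0.01 with the fold, a block for the replicate number with and without a correction for gene length, and limma 3.58.1 on log2 of TPM plus 1 or 0.1. These choices were made before the data were examined. Chosen after the data were seen were a block for the replicate number within each tissue, that block in only the 4 libraries of a contrast, a block with the AC and VG numbers crossed, the removal of ribosomal RNA genes, the position of summits relative to gene spans and the rotation test fry of limma for sets of genes. Each library was left out in turn, with values given as log2 ratios of mean CPM plus 0.5 and no test, since 1 library is left in a group.

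Calls of both inhibitors were compared by one-sided Fisher's exact tests among the 14548 genes tested in both experiments. Genes enriched in AC or VG were called in the controls of one experiment and compared with the inhibitor calls of the other by one-sided Fisher's exact tests, adjusted over 16 tests. Bound shares were compared by two-sided Fisher's exact tests and with 10000 random lists matched on expression in 20 bins.

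The genes given by name follow a rule written before the data were examined. They are the genes the paper names with expression in these explants (Supplementary file 2, Figure 5—figure supplement 1H–J), the HDAC family of Figure 1—figure supplement 1A, the germ-layer genes of Figure 4—figure supplement 2F, and for each contrast the 3 called genes with the largest log2 fold change in each direction whose treated libraries all lie beyond the control libraries and whose higher group has a mean of at least 5 CPM. Genes whose effect differs between AC and VG were named because of that test, and the values of 1 of them are not reported here. A list of 14 BMP-responsive genes was written after the results were seen.

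The fits were tested on simulated data with the library sizes and spread of each experiment. Without a block they recovered between 73% and 90% of 200 genes changed in the simulation, with between 3.74% and 5.85% false calls among the genes called. With a replicate block, across tissues or within each tissue, they recovered between 60.5% and 89%, with between 2.13% and 8.16% false calls. These shares do not give the power for changes near the fold threshold, nor the effect of a block in paired libraries. Overlap counts were tested on 2000 planted peaks and found 100% of them.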

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

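The tests on reads shared between paralogs, the model with a replicate block within each tissue, the crossing of AC and VG numbers and the removal of ribosomal RNA genes were chosen after the results were seen, and the other tests in this part were set before.

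The effect of TSA differed between AC and VG for 13 genes by a test of the difference itself (edgeR's quasi-likelihood interaction test, Benjamini-Hochberg adjusted p from 0.00395 to 0.0486), and 793 genes had an unadjusted p under 0.05. Given as the log2 fold change in AC minus that in VG, 8 genes were higher in AC, among them *osr1* (6.05), *sox17a* (5.41), *ras-dva1* (5.20), *slc12a3l* (4.29), *cebpa* (4.10), *foxc1* (3.14) and LOC108648853 (2.83). The 5 genes lower in AC were *ventx1.1* (−6.37), *ventx1.2* (−5.76), *szl* (−5.55), *gata2* (−5.18) and *bambi* (−3.004). For VPA the difference passed the threshold for 1 gene, *gata2* (−5.65, adjusted p = 0.0180), with 737 genes at an unadjusted p under 0.05. This VPA count depends on the fit, with 19 genes under the replicate block, 3 under the block within each tissue and 123 with DESeq2. The 13 genes of TSA differed in the same direction with VPA, where *osr1* had a difference of 5.41 and *bambi* of −1.85, although only *gata2* was past the threshold. All 14 differences kept their direction when each of the 8 libraries of an experiment was left out in turn. The paper reports effects within each tissue and gives no test of the difference.

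The fits argue against differences between replicate pairs as the whole source of this pattern, because with a replicate block within each tissue 1146 genes differed for TSA, the 13 genes among them. In the TSA experiment the replicates of a number go together within a tissue and not across tissues. Crossing the numbers of AC and VG in one block, also chosen after the results were seen, left 9 genes, 8 of them among the 13. Reads shared between paralogs would leave the sum of a family unchanged. The sum of *sox17a*, *sox17b.1* and *sox17b.2* rose by 3.18 on the log2 scale with TSA in AC (3.176 before rounding), from 13.8 and 7.90 to 111 and 85.6 CPM. The sum of the 6 *ventx* genes had a log2 fold change of −2.13, from 1006 and 714 to 185 and 207 CPM. For both families each treated library lies beyond each control library. No test of paralogs was made for the other genes. A biological difference between the tissues, which the design names, stays open as a hypothesis, since the genes were found and examined in the same libraries. The 13 genes are few, and which genes pass depends on the fit: RLE normalization left 11 and DESeq2 gave 225.

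The AC libraries numbered 2 of the TSA experiment hold far more ribosomal RNA than the others, 35.0% of counts with DMSO and 39.4% with TSA, in genes the paper does not discuss. The other libraries lie between 0.730% and 4.38%. These 2 libraries are also the deepest, with 54350322 and 53281892 counts. Both treatments of that replicate carry the high share, and replicate 1 has 1.60% and 2.18%, so it separates replicates and not treatments. Of the genes called for VPA in AC, an experiment with other libraries, 99.68% moved the same way in the TSA and DMSO pair numbered 1, where the share is low, and 99.1% in the pair numbered 2. The ribosomal RNA share is therefore an unlikely source of the genes changed by TSA in AC. With the ribosomal RNA genes removed before the fit, an alternative added after the data were seen, 204 genes were raised and 165 lowered. Gene length is an unlikely source as well, because 336 of the 350 genes were still called with the replicate block and a correction for length. What raised the ribosomal RNA share was not tested, and no biological explanation was tested.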

How the results depend on the processing

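The replicate block within each tissue, the replicate block in only the 4 libraries of a contrast, the crossed block, the removal of ribosomal RNA genes and the rotation tests were chosen after the data were seen, and the other alternatives before. No median of called genes changed its sign under the alternatives run for it, nor did the 54 results given below for genes in a contrast. Genes with small changes did with a library left out, as *mixer* with TSA (0.03, from −0.55 to 1.12) and *sox17b.2* with TSA (0.23, from −0.32 to 0.94) and VPA (0.46, from −0.72 to 1.09) in AC. Other comparisons changed side too. The ratio of TSA to DMSO peaks, 1.08 at st9 and 1.18 at st10.5, was 0.748 and 0.901 at a −log10 q of at least 10. The VG-enriched share of genes lowered by TSA in AC, 11.8% against 9.09% of all genes, was 7.46% with DESeq2 calls and 6.02% with the block in 4 libraries, none of these past the threshold. Where no cause is given for a change, the cause was not tested.

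With only the peaks above the median fold of each list, 32.7% of the st8 Hdac1 peaks were also found at st9, 43.9% at st10.5 and 47.8% at neither, 77.8% of the st9 peaks were found at st10.5 and 20.0156% at neither other stage, and 81.2% of the st10.5 peaks at no earlier stage. The share of Hdac1 peaks with Hdac2 at st10.5 was 95.5%, and that with Sox3 85.8%. Of the untreated Hdac1 peaks, 91.1% (st9) and 97.9% (st10.5) were in the DMSO list and 87.1% and 89.4% in the TSA list, 68.8% of the st10.5 DMSO peaks were found with TSA and 59.9% of the TSA peaks with DMSO. For pan-H3Kac, 45.6% of AC peaks were found in VG, 44.5% of VG peaks in AC and 71.4% of regions in 1 tissue only. Hdac1 regions had localized pan-H3Kac in 32.0322% of cases (VG-specific 10.9653%), non-localized in 22.5% and none in 45.5%. This alternative leaves fewer peaks in each list, and the cause of the changes was not tested further.

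With a −log10 q of at least 10, which also shortens the lists, 84.6% (st9) and 75.5% (st10.5) of Hdac1 peaks overlapped Hdac2. Of the DMSO peaks, 53.5% (st9) and 61.0162% (st10.5) were found with TSA, and of the TSA peaks 71.9% and 68.9% with DMSO. The untreated peaks were in the DMSO list in 84.5% and 88.1% of cases and in the TSA list in 71.6% and 66.7%. For pan-H3Kac, the shares were 41.9% (AC peaks in VG), 39.5% (VG peaks in AC) and 75.2% (regions in 1 tissue), and at Hdac1 regions 32.3% localized, 27.2% non-localized and 40.5% none.

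With an overlap of at least 50% of the smaller peak, 63.7% (st9) and 68.1% (st10.5) of DMSO peaks were found with TSA, 59.9% and 59.7% of TSA peaks with DMSO, and 97.3% of the untreated st10.5 peaks in the DMSO list, and pan-H3Kac at Hdac1 regions was localized in 28.0479% (AC-specific 18.2%, VG-specific 9.89%), non-localized in 28.5% and absent in 43.4%. With the summit of one peak inside the other, the shares were 63.9% and 68.3%, 60.0045% and 59.8%, and 29.2% (19.0385% and 10.2%), 28.5% and 42.3%. These stricter overlaps count fewer pairs by construction. With the midpoint in place of the summit, 60.5% of st10.5 Hdac1 peaks were inside a gene span.

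Counts of genes changed by the inhibitors depend on the fit. With the DESeq2 Wald test, TSA changed 951 genes in AC and 202 in VG, VPA changed 899 and 359, both changed 531 and 112, and the effect differed between tissues for 225 (TSA) and 123 (VPA). The likelihood ratio test gave 967 and 183 for TSA and 942 and 340 for VPA, and the exact test 775 and 178, and 852 and 285. With all 16 libraries, TSA changed 585 and 17, VPA changed 34 in VG, and the effect differed for 28 and 2. With only the 4 libraries of a contrast, TSA changed 0 in AC (1763 at an unadjusted p under 0.05) and 0 in VG (658), VPA changed 3 in AC, and 0 were changed by both in AC. That fit has 2 degrees of freedom left. At an adjusted p under 0.01, 44 and 0 genes were left for TSA and 1 for VPA in AC. With no filter on low counts, TSA changed 23 in VG, VPA 537 in AC and 73 in VG, both 238 in AC and 11 in VG, and the effect differed for 38 and 4. With at least 10 counts in every library, TSA changed 1 gene in VG. On log2 of TPM plus 1, TSA changed 5 and VPA 7 genes in VG, with 0.1 in place of 1 TSA changed 0 in VG (644 at an unadjusted p under 0.05), and with a mean TPM of at least 1 it changed 4. The TPM scale moves the median log2 fold change of all genes with VPA to between 0.15 and 0.19 in AC and between 0.10 and 0.12 in VG, so the larger share of raised genes in AC (from 74.3% to 77.3%, against 64.6%) is relative to that shift. With TSA in AC it moves the median to between 0.08 and 0.10, with 63.4% to 69.3% of the called genes raised, against 56.3%.

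Replicate numbers were checked as pairs within an experiment by correlating, across genes, the difference between the replicates of one group with that of another. In the TSA experiment, r was 0.888 between DMSO and TSA in AC and 0.887 in VG, but between −0.135 and −0.205 across tissues. In the VPA experiment it was 0.486 in AC, 0.746 in VG and from 0.491 to 0.695 across tissues. The paper names biological replicates and does not say that numbers pair. With the replicate block, TSA changed 0 genes in VG (759 at an unadjusted p under 0.05), VPA changed 996 in AC and 241 in VG, both changed 276 in AC, and the effect differed for 20 and 19. With the length correction added, TSA changed 622 in AC and VPA 996 and 222. With the block within each tissue, TSA changed 1674 and 263, VPA 823 and 26, and the effect differed for 1146 and 3. With the block in the 4 libraries, TSA changed 1423 and 515, VPA 650 and 459, and both 498 in AC and 243 in VG. Crossing the AC and VG numbers of the TSA experiment gave 9 genes whose effect differed and 1730 AC-enriched and 2130 VG-enriched genes in DMSO, against 1473 and 1838 with no block.

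Calls made under other fits changed what was found on them in VG. With DESeq2 calls, AC-enriched genes were over-represented among those raised in VG (11 of 89 for TSA, 29 of 175 for VPA) and VG-enriched genes among those lowered (35 of 113 and 35 of 181). The converse was found too, with 14 and 80 AC-enriched genes among the lowered and, for VPA, 36 VG-enriched among the raised. With the replicate block, VPA raised 22 AC-enriched genes and lowered 34 VG-enriched and 44 AC-enriched. With the block in 4 libraries, TSA raised 23 AC-enriched and 40 VG-enriched genes and lowered 100 VG-enriched, and VPA raised 59 VG-enriched and lowered 64 VG-enriched and 79 AC-enriched. These fits thus do not give 1 direction for each class of genes in VG. More genes were called in VG under these fits. The Hdac1-bound share of genes called for both inhibitors in AC was above that of genes called for 1 with DESeq2 calls (79.7%) and with the block in 4 libraries (76.3%). With the block within each tissue, the rotation tests of AC-enriched genes in AC had medians of −0.22 (TSA, fry adjusted p = 0.0786) and −0.32 (VPA, 0.168), and those of VG-enriched genes 0.12 (TSA, 0.0554) and 0.23 (VPA, 0.197), no longer past the threshold, with fewer residual degrees of freedom.

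With each library left out in turn, the median log2 fold change of the genes raised by TSA in AC ran from 2.41 to 2.53 across the 4 fits and that of the lowered genes from −2.08 to −1.97 (−1.95 with all libraries). For VPA in AC they ran from 1.89 to 2.01 and from −1.63 to −1.50. The AC to VG ratio ran from 1.73 to 1.91 (AC-enriched) and from −1.84 to −1.81 (VG-enriched) in DMSO, and from 1.65 to 1.70 and from −1.87 to −1.78 in water. Counts cannot be given with a library left out, since a group then holds 1 library. For *sox17a* with VPA in AC the value without 1 library ran from 1.59 to 4.07, because the treated libraries differ (54.2 and 9.30 CPM).

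For 54 results on genes named in a contrast, 904 values were computed under alternatives, of which 732 kept their side of the threshold, 48 lost the call and 124 gained it. Of the 48, 29 come from the fit with only the 4 libraries. For the 14 genes whose effect differs between AC and VG, 87 of 97 values stayed past the threshold and 10 did not. Their 112 values with a library left out, and the 216 of the named genes, kept their sign. For the genes with the largest change in each contrast this had to be so, since they were named only if all treated libraries lie beyond the controls. The 14 genes were also picked in the same libraries, so their stable sign is weak evidence. How far these values lie from the fit says little, as they are ratios after adding 0.5 CPM.

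Planned but not run were the classes of promoter, termination site, exon and intron with their orders of priority, promoter-only binding and motifs, which need a genome or strands and exons, and a −log10 q of at least 10 for Sox3, whose list holds no q. The depth behind peaks is unknown, so peaks absent from a list cannot be called absent from the genome. With 2 replicates per group, fits without a block to simulated data of these sizes recovered between 73% and 90% of the changed genes. Those changes all exceeded the fold threshold and the simulated replicates were not paired, so the power for smaller changes is unknown.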

Differences from the paper's values

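The counts of genes changed by the inhibitors differ from those in Figure 5—figure supplement 1A, whose values were read by eye. In AC, TSA raised 197 genes against about 860 in Figure 5—figure supplement 1A and lowered 153 against about 550 in the same panel. VPA raised 206 genes against about 490 in Figure 5—figure supplement 1A and lowered 113 against about 220 there. In VG, TSA raised 0 genes against about 230 in Figure 5—figure supplement 1A and lowered 2 against about 240. For VPA in VG, 0 genes were raised and 0 lowered against about 220 in each direction in Figure 5—figure supplement 1A. At an unadjusted p under 0.05, 629 genes changed with TSA in VG and 1340 with VPA. Both inhibitors raised 68 genes in AC against about 330 in Figure 5—figure supplement 1A and lowered 51 against about 160. In VG, both raised 0 and lowered 0, against about 85 and about 110 in Figure 5—figure supplement 1A.

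Of the alternatives set before the data were examined, several bring some of these counts within 1.5 times the paper's. The DESeq2 Wald test does so for 7 of 12 counts, edgeR's likelihood ratio test for 6 of 8, its exact test for 3 of 8, the replicate block for 3 of 12, no filter on low counts for 2 of 12, and all 16 libraries, the replicate block with the length correction and log2 of TPM plus 1 for 1 of 8 each. RLE and upper quartile normalization, at least 10 counts in every library, only the 4 libraries of a contrast, an adjusted p under 0.05 alone, an adjusted p under 0.01, log2 of TPM plus 0.1 and a mean TPM of at least 1 do so for none. Among the alternatives chosen after seeing the values, the replicate block in only the 4 libraries of a contrast brings 12 of 12 counts within 1.5 times the paper's, with 852 raised and 571 lowered by TSA in AC, 250 and 265 in VG, 432 and 218 by VPA in AC and 220 and 239 in VG. The same block gives 326 raised and 172 lowered by both in AC and 105 and 138 in VG. The replicate block within each tissue, also chosen after seeing the values, does so for 4 of 8, and the removal of ribosomal RNA genes for none. The block in only the 4 libraries was picked among several fits for its closeness to the paper's counts. Its match is therefore no evidence of the fit the authors ran.

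With DESeq2, TSA changed 522 and 429 genes in AC and 89 and 113 in VG, and VPA 580 and 319 in AC and 176 and 183 in VG, each raised and lowered. The likelihood ratio test gave 582 and 385, 85 and 98, 634 and 308, and 158 and 182, in the same order, and the exact test 456 and 319, 92 and 86, 536 and 316, and 131 and 154.

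In Figure 5—figure supplement 1D, the paper shows a larger Hdac1-bound share in AC for genes regulated by both inhibitors than for genes regulated by TSA alone. Here the shares were 79.0% and 77.8% (two-sided Fisher's exact test, p = 0.891). With DESeq2 calls, set before the data were examined, they were 79.7% and 71.0% (Fisher's exact test, p = 0.00269), and with the calls of the replicate block in 4 libraries, chosen after seeing the values, 76.3% and 68.7% (Fisher's exact test, p = 0.00308). Over the alternatives run, this p ranged from 0.00269 to 0.893.

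The paper states, for Class 1 genes changed by both inhibitors, that genes of mesoderm and endoderm were lowered in VG explants. Here all genes called for each inhibitor in VG explants were taken, a wider set. No gene was called lowered by VPA there and 2 by TSA, of which 1 was VG-enriched. VG-enriched genes were over-represented among the genes lowered in VG with the calls of DESeq2 (35 of 113 for TSA, 35 of 181 for VPA), with the replicate block for VPA (34 of 119) and, chosen after seeing the values, with the replicate block in 4 libraries (100 of 261 for TSA, 64 of 234 for VPA). With VPA the same lists held more AC-enriched genes, 80 of 181, 44 of 119 and 79 of 234. For its genes with only H3K27ac, the paper's Supplementary file 5 also gives an excess of AC-enriched genes lowered in VG, and no excess of VG-enriched ones. The 8 genes Supplementary file 2 lists for VG moved as listed with both inhibitors and none was called here, with 5 called for TSA by DESeq2 and 4 for VPA, and all 8 for both with the replicate block in 4 libraries.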

Other observations

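The test of BMP-responsive genes, in both of its versions, was chosen after the effect of the inhibitors on AC was seen. The rotation test fry, used here for genes near pan-H3Kac regions, was also chosen after the data were seen. The other tests in this part were set before.

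Genes of VG rose in treated AC explants, which vegetal cells carried over by dissection might produce. Of the 100 genes most VG-enriched in the controls of the other experiment, 74 rose with TSA in AC and 69 with VPA, where at least 90 had been asked for beforehand. Carry-over would move all of them toward VG by the same share of the gap between AC and VG. That share had a median of 0.425% with TSA (quartiles −0.000443% and 3.43%) and 0.188% with VPA (quartiles −0.0336% and 0.981%), and 26 and 31 genes did not rise, which argues against carried-over cells as the whole source. *sox17a*, at 841 and 829 CPM in VG with DMSO, went from 2.26 and 2.18 CPM in AC with DMSO to 87.4 and 67.4 with TSA.

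A lower share of ectodermal cells in treated AC explants could lower AC-enriched genes. Of the 100 genes most AC-enriched in the controls of the other experiment, 80 fell with TSA, with a median log2 fold change of −0.81 and quartiles of −1.42 and −0.12, and the 20 that did not fall argue against a lower share as the whole cause. With VPA, 94 fell, with a median of −0.84 and quartiles of −1.53 and −0.28. Vegetal cells in place of ectodermal ones would move both lists by the same share of the gap between AC and VG. With VPA the AC-enriched list moved by a median of 60.7% of it (quartiles 35.3% and 76.4%) and the VG-enriched list by 0.188%. This argues against replacement by vegetal cells, while for VPA a lower share of ectodermal cells of another kind stays open. Neither test can separate a change of cell numbers from a change within cells.

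More Hdac1 peaks were listed with TSA than with DMSO, by a ratio of 1.08 at st9 and 1.18 at st10.5. At a −log10 q of at least 10 the ratios were 0.748 and 0.901 (0.9013 before rounding), and at 50 or more 0.397 and 0.491. The excess lies among weak peaks, which is consistent with weak peaks called in the TSA library alone. Each list comes from 1 library, so the spread between replicates is unknown.

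Genes changed by both inhibitors in AC were Hdac1-bound in 79.0% of cases, which a higher expression of the called genes could produce. Among 10000 random lists matched for expression, the bound share had a median of 60.5% and a maximum of 76.5%, and 0 lists reached the observed share (permutation p = 1e-04, the smallest these lists can give). Expression level is therefore an unlikely source.

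Genes near pan-H3Kac regions of 1 tissue only were compared with all others for expression in control explants. The median log2 ratio of AC to VG was 0.03 against −0.01 for the 2221 genes near AC-only regions in DMSO and 0.06 against −0.03 for 2207 genes in water. Near VG-only regions it was −0.45 against 0.03 (1447 genes) and −0.43 against 0.01 (1457 genes). All 4 differences were in the direction of the acetylated tissue, and the largest adjusted p of the limma rotation tests (fry) was 0.002402. The difference near AC-only regions is small, with 51.2% of genes higher in AC against 49.7% of the others in DMSO.

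BMP-responsive genes were low in treated AC explants, and a fall of BMP signaling might be one route to the fall of ectodermal genes. A hand-picked list of 14 such genes, 7 of them AC-enriched, had medians of −1.77 with TSA (12 lowered, 7 called) and −1.30 with VPA (13 lowered, 6 called), and 0% of 10000 matched random lists drawn from AC-enriched genes were as low, with random medians of −0.17 and −0.28. The list held genes already seen to be lowered, so *bambi*, *dlx3*, *dlx5* and *tfap2a* were taken out in a second version, made after the first result. The 10 genes left, 3 of them AC-enriched, had a median of −1.04 with TSA (8 lowered, 4 called, 0.14% of random lists as low). With VPA the median was −0.68 (9 lowered, 2 called), where 4.99% of random lists were as low. That is under the 5% limit by less than the error of the random draw, a margin weighed only after the value was seen, so it decides nothing for VPA. A fall of BMP signaling is a hypothesis only, since no reporter or protein was measured and the same libraries suggested it.

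In the lists of germ-layer markers, the 4 ectoderm genes had a median log2 fold change of −1.49 with TSA and −0.95 with VPA in AC. Of the 3 mesoderm genes tested, 2 were raised with each inhibitor (medians 2.15 and 0.65), the 7 endoderm genes were all raised (1.12 and 1.47), and 1 of 3 housekeeping genes was raised (−0.26 and −0.32). In VG the medians with TSA and VPA were 0.75 and −0.06 for ectoderm (3 and 2 of 4 raised), −0.14 and −0.42 for mesoderm (1 of 3 raised with each), −0.23 and −0.42 for endoderm (1 and 0 of 7 raised) and −0.14 and −0.44 for housekeeping genes (1 of 3 raised with each). Several of these genes change sign with a library left out, so the tallies are loose. Without a replicate block, no listed gene was called in VG. With the replicate block in 4 libraries, chosen after the data were seen, *sox2* was called raised by TSA in VG (log2 fold change 1.21, edgeR adjusted p = 4.31e-06). Whether the lists differ between tissues was not tested. The VPA medians of mesoderm, endoderm and housekeeping genes in VG are alike, so they do not single out a germ layer.

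Without a replicate block, none of the *hdac* and *sirt* genes was called by edgeR in any of the 4 contrasts. *hdac1* had log2 fold changes of −0.16 with TSA and −0.12 with VPA in AC, and *hdac2* of −0.35 and 0.12. With a library left out, *hdac1* with TSA ran from −0.45 to 0.13 and *hdac2* from −0.78 to 0.11 (TSA) and from −0.16 to 0.43 (VPA), so these signs are not settled. The lowest adjusted p was that of *sirt7* with VPA in AC (−1.03, edgeR adjusted p = 0.0587). This depends on the fit. For TSA in AC, the replicate block in 4 libraries, chosen after the data were seen, called *sirt6* (−1.31, edgeR adjusted p = 0.00731) and *sirt1* (−1.11, 0.0178), and DESeq2 gave adjusted p of 0.00312 and 0.0159 for them, 0.0250 for *sirt7* and 0.0419 for *hdac9*. For VPA in AC, *sirt6* and *sirt7* passed with the replicate block (edgeR adjusted p = 0.0332 and 0.0150) and with DESeq2 (0.00655 and 0.000817), and in VG *sirt6* with DESeq2 (0.0242).

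The paper gives 99% and 97% as the shares of Hdac1 peaks that overlap Hdac2 at st9 and st10.5. Counting the Hdac2 peaks that overlap Hdac1, 5085 and 21970, over the 5136 and 22681 Hdac1 peaks gives these same values. Which count the paper used is not stated.

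In the spike-in table of the paper, the listed H2Av ratio of 1 library, AC with DMSO replicate 1, is 4.2, while the listed reads give 3.94, and the merged ratio listed as 3.86 comes to 3.73. The other 7 libraries give the listed ratios. The whole-embryo pan-H3Kac list holds 27414 peaks, and no result here rests on it.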
